# Pluripotency reprogramming by competent and incompetent POU factors uncovers temporal dependency for Oct4 and Sox2

**DOI:** 10.1038/s41467-019-11054-7

**Published:** 2019-08-02

**Authors:** Vikas Malik, Laura V. Glaser, Dennis Zimmer, Sergiy Velychko, Mingxi Weng, Markus Holzner, Marius Arend, Yanpu Chen, Yogesh Srivastava, Veeramohan Veerapandian, Zahir Shah, Miguel A. Esteban, Huating Wang, Jiekai Chen, Hans R. Schöler, Andrew P. Hutchins, Sebastiaan H. Meijsing, Sebastian Pott, Ralf Jauch

**Keywords:** Stem cells, Reprogramming, Induced pluripotent stem cells, Gene regulatory networks

## Abstract

Oct4, along with Sox2 and Klf4 (SK), can induce pluripotency but structurally similar factors like Oct6 cannot. To decode why Oct4 has this unique ability, we compare Oct4-binding, accessibility patterns and transcriptional waves with Oct6 and an Oct4 mutant defective in the dimerization with Sox2 (Oct4^defSox2^). We find that initial silencing of the somatic program proceeds indistinguishably with or without Oct4. Oct6 mitigates the mesenchymal-to-epithelial transition and derails reprogramming. These effects are a consequence of differences in genome-wide binding, as the early binding profile of Oct4^defSox2^ resembles Oct4, whilst Oct6 does not bind pluripotency enhancers. Nevertheless, in the Oct6-SK condition many otherwise Oct4-bound locations become accessible but chromatin opening is compromised when Oct4^defSox2^ occupies these sites. We find that Sox2 predominantly facilitates chromatin opening, whilst Oct4 serves an accessory role. Formation of Oct4/Sox2 heterodimers is essential for pluripotency establishment; however, reliance on Oct4/Sox2 heterodimers declines during pluripotency maintenance.

## Abstract (web summary)

Oct4, along with Sox2 and Klf4 can induce pluripotency, but structurally similar factors like Oct6 cannot. Here, using pluripotency competent and incompetent factors, the authors show that Sox2 plays a dominant role in facilitating chromatin opening at Oct4 bound DNA early during reprogramming to pluripotency.

## Introduction

Defined cocktails of transcription factors (TFs) are capable of interconverting cell types from different lineages and to reprogram somatic donor cells to self-renewing pluripotent cells^1–3^. The induction of pluripotent stem cells (iPSCs) from fibroblasts by Oct4, Sox2, Klf4, and c-Myc (OSKM) is a widely used model system to study the underlying molecular mechanisms of cell fate conversion^4–8^. Reprogramming-capable TFs originate from diverse structural families without any obvious evolutionary relationship, and even closely related factors can vary widely in their reprogramming competency. Reprogramming capability is a function of special molecular features on TFs, but what these features are remains poorly understood (reviewed in ref. ^9^ and ref. ^10^). For example, the reprogramming function of Sox2 and Oct4 appears to rely on subtle molecular underpinnings. Replacing Sox2 with other Sox factors such as Sox4, Sox7, or Sox17 obliterates the activity of reprogramming cocktails^11,12^. Similarly, Oct4 cannot be replaced by other paralogous POU (Pit-Oct-Unc) family members such as Oct6, Oct1, or Brn4 in standard retroviral reprogramming systems^12–15^. Further, Oct6 cannot substitute for Oct4 in a pluripotency maintenance assay^14,16^. POU III family members (Oct6, Brn2, Brn4) were used to transdifferentiate fibroblasts to post-mitotic neurons or neural progenitor cells^3,17–19^. Brn2 was reported to be unable to bind closed-chromatin in neural reprogramming^20^ whilst Oct4 was regarded as a pioneer factor that can bind and possibly open up closed chromatin in human pluripotency reprogramming^21^. This suggests that at least one of the unique molecular features of reprogramming-competent versus incompetent factors is their ability to reconfigure chromatin.

We and others have begun to unravel the molecular basis for the disparate functions of Oct4 and Oct6^13,14,16,22,23^. As monomers, POU factors target the octameric ATGCAAAT consensus binding sites. Longer and more specific sequences can be targeted through DNA-dependent dimer formation with partner factors. For example, Oct4 pairs with Sox2 to bind the canonical SoxOct motif^24^ or with Sox17 to bind the compressed SoxOct motif^25–27^. The interference with Oct4-Sox2 association by mutations that perturb the heterodimer interface abolishes reprogramming (Oct4^I21Y/D29R^, henceforth termed Oct4^defSox2^)^14,24,28^ (Fig. 1a). Conversely, mutations in Sox7 and Sox17, that facilitate the interaction with Oct4 on the canonical SoxOct DNA element and reduce binding to the compressed SoxOct element, enable highly efficient reprogramming^11,25,26,29^. Homodimeric DNA recognition by POU factors is facilitated by the Palindromic Octamer Recognition Element (PORE, ATTTGAAATGCAAAT)^30^ and the More-palindromic Octamer Recognition Element (MORE, ATGCATATGCAT)^31,32^. Oct4 has a preference to form heterodimers with Sox2 on the canonical SoxOct element whilst Oct6 preferentially homodimerises on the MORE element^14^ (Fig. 1a). The MORE element has been associated with gene regulation in neural lineages by Oct6 and Brn2^22^. Modifying the interface that mediates binding of Oct6 to MORE contributes to the conversion of Oct6 into a pluripotency inducing factor but only if additional modification to the Sox2 interaction interface are introduced as well^14^. Together, molecular differences that set Oct6 and Oct4 apart have been characterized biochemically and functionally but how these differences affect gene regulation, chromatin binding and chromatin dynamics has remained unclear. To address this, we performed genome-wide analyses of Oct4, Oct6, and Oct4^defSox2^ during somatic cell reprogramming to pluripotency.

**Fig. 1:**
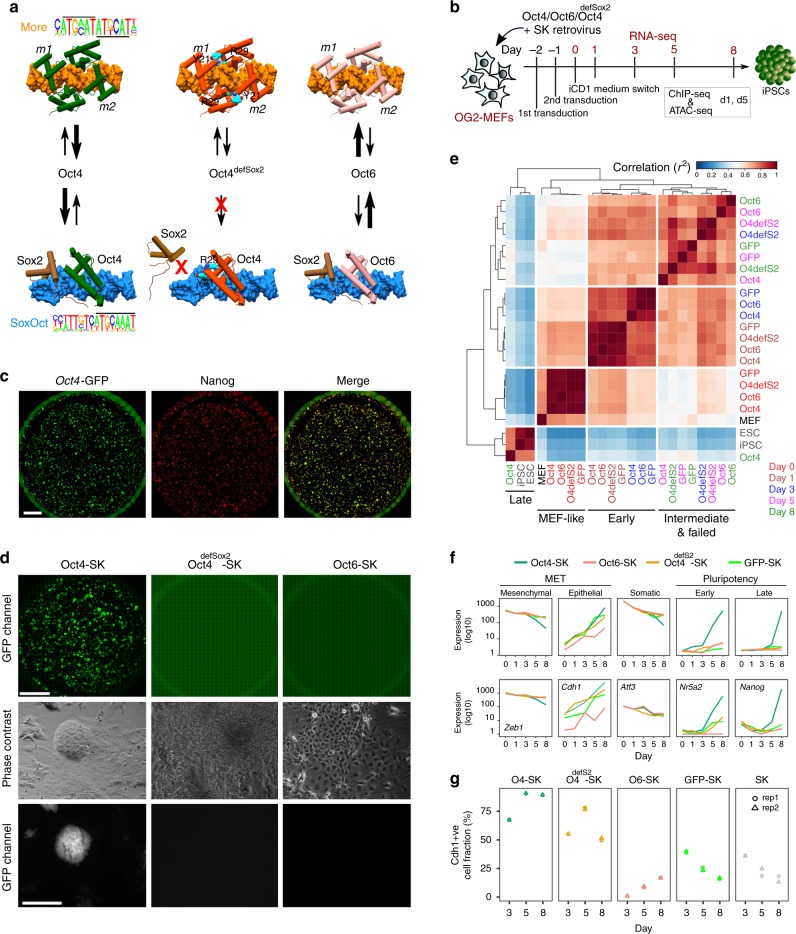
Reprogramming trajectories of cocktails containing Oct4, Oct6, Oct4^defSox2^, or GFP in chemically defined medium. **a** The cartoons represent the preferences of the POU proteins for the DNA-dependent homodimerization on MORE versus heterodimerization with Sox2 on SoxOct elements determined using quantitative biochemical assays^14^. MORE DNA is shown in orange and SoxOct DNA in blue; m1 is monomer 1 and m2 is monomer2. The thickness of the arrows illustrates the DNA binding preferences. **b** Experimental design of reprogramming and RNA-seq, ATAC-seq, and ChIP-seq experiments. **c** Whole-well scans from a 6-well plate using GFP channel (*Oct4*-GFP), Nanog immunofluorescence and merged panels; for OG2-MEF cells reprogrammed with Oct4-SK at day 8; scale 5 mm. **d** Whole-well scans (upper panel) of wells from 12-well plate using GFP channel for three POU factors (Oct4, Oct4^defSox2^, and Oct6); scale 5 mm. Representative phase contrast (middle panel) and corresponding *Oct4*-GFP fluorescence (lower panel) images of reprogramming experiments; time-point: day 8 post transduction; scale 200 μm. **e** Hierarchically clustered heatmap based on r2 correlation coefficients using RNA-seq reads as input. iPSCs and ESCs expression data are from GSE93029^42^. **f** Mean gene expression trajectories for indicated categories (upper panel) or a representative gene from each category (lower panel) in four reprogramming conditions. See Supplementary Fig. 1E for a larger panel of genes for each category. **g** Fraction of E-cadherin positive (Cdh1 + ve) cells at different stages of reprogramming in indicated cocktails. FACS was performed in technical duplicates (*n* = 2). Source data for FACS experiment are provided as a Source Data file

We find that reprogramming cocktails with POU (Oct4-SK, Oct6-SK, and Oct4^defSox2^-SK) and without POU factor (GFP-SK) can silence somatic genes but only the Oct4-SK cocktail can activate the pluripotency network. Although Oct6 binds to different sites than Oct4 during reprogramming, the Oct6-SK cocktail induces widespread chromatin opening including at Oct4 bound sites. Conversely, Oct4^defSox2^ mostly targets a similar set of sites as Oct4 but interferes with the chromatin opening activity of Sox2 at Oct4-Sox2 co-bound sites containing SoxOct motifs. The presence of Sox2 in the reprogramming cocktail appears to be sufficient for bringing about most chromatin changes at the initial stages of reprogramming; whereas at later stage, the lineage safeguarding role of cooperative Oct4/Sox2 heterodimers is crucial to complete reprogramming.

## Results

### Oct4 is dispensable for somatic silencing

To understand the unique role of Oct4 at different stages of somatic cell reprogramming, we first studied reprogramming outcomes and the gene expression dynamics. To minimize the heterogeneity of the analyzed cell populations, we used chemically defined iCD1 medium, three factor OSK (Oct4-Sox2-Klf4) cocktail^33^ and mouse embryonic fibroblasts harboring an *Oct4*-GFP reporter (OG2-MEFs; referred to as MEFs hereafter)^34^ (Fig. 1b). Under these conditions, about 8–10% of the plated MEFs reprogram in a highly synchronous manner giving rise to *Oct4*-GFP-positive and Nanog-positive colonies within 7 days (Fig. 1c, Supplementary Fig. 1A-B). iPSC lines derived with this system show a high rate of contribution to chimeric mice and germline transmission^33,35^. The cells pass through the MET (mesenchymal to epithelial transition)^36,37^ at days 1–2 and the transgenic OG2 reporter is activated at day 3–4 (Supplementary Fig. 1A).

We compared cocktails expressing Oct4 with that of Oct6 and an Oct4^defSox2^ mutant that is incapable to co-bind Sox2 on composite SoxOct DNA elements^14,24^. Both Oct6-SK and Oct4^defSox2^-SK cocktails cannot generate GFP positive (GFP+) colonies in chemically defined medium (Fig. 1d) similar to serum/LIF conditions^14^. We next measured gene expression using bulk RNA-sequencing from MEFs (prior to reprogramming) and reprogramming cell intermediates at days 0, 1, 3, 5, and 8. 

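The RNA-seq table held 15129 genes in 41 libraries: 1 of the MEFs and 2 replicates of each of 4 cocktails at days 0, 1, 3, 5 and 8. In the MEF library (n = 1), the cell-surface antigen gene *Thy1* was listed at 2268 and the mesenchymal transcription factor gene *Zeb1* at 598, against 2 for *Cdh1* and 10 for the pluripotency factor gene *Nanog*. Transcripts of macrophages were present in it as well, with the lysozyme gene *Lyz2* at 430. By day 8, *Nanog* stood at 1999.5 ± 54.4 in Oct4-SK (mean ± SD, n = 2 here and for every cocktail and day below), 2.5 ± 0.707 in Oct6-SK, 3.5 ± 3.54 in Oct4 defSox2-SK and 5 ± 1.41 in GFP-SK, and *Thy1* at 57 ± 15.6, 156 ± 11.3, 154 ± 11.3 and 750 ± 53.7. *Nanog* was higher in Oct4-SK than in GFP-SK (log2 fold change 7.86, standard error 0.41, adjusted p = 6.2e-14), and *Thy1* was lower (log2 fold change -3.60, standard error 0.40, adjusted p = 4.4e-08, limma).

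The authors' values were normalized before deposition and share a single distribution across libraries, with a maximum of 40612 that 10 genes reach in each library. *Acta2*, which encodes smooth muscle actin, stood at this maximum in every cocktail at day 0, so a change of it understates what happened. A gene at the same rank in 2 libraries is given the same value, which is why some SDs are 0. The values scaled by median ratios (factors of 0.962 to 1.068) were taken as log2(value + 4), so the fold changes of weakly expressed genes such as *Nanog* in GFP-SK are understated. The 14905 genes listed at 20 or more in at least 2 libraries were tested in 1 limma model, with genes called at an adjusted p below 0.05.

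Replicates were close outside day 3, with r2 of 0.968 to 0.980 across genes in each of 16 pairs. At day 3 the replicates of Oct4-SK (r2 of 0.887), Oct6-SK (0.903) and GFP-SK (0.917) differed more than those of Oct4 defSox2-SK (0.968). *Nt5e*, which encodes the ectonucleotidase CD73, stood at 1314 and 7072 in the day 3 replicates of Oct4-SK, and the pluripotency-associated gene *L1td1* at 104 and 851. The spread of day 3 enters the shared variance of every gene and lowers the number of genes called at the other days. The paper calls the replicates of its plot of *Sox21* and *Spata13* technical, and its methods speak of wells collected in replicates. The p-values measure the spread between these libraries, which may be technical, and the files held do not give the sequencing depth behind the normalized values. Camera tests of gene lists used a preset correlation between genes of 0.01; where no other value is printed beside an adjusted p of a list, the call was kept when the correlation was estimated from the data.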

We also included a POU-free control where Oct4 was replaced by retroviruses expressing GFP in a GFP-SK cocktail. 

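At every day *Pou5f1* and *Pou3f1* marked the cocktails that carry them, and at day 0 *Pou5f1* stood at similar values in Oct4-SK and Oct4 defSox2-SK. *Pou5f1*, which encodes Oct4, was listed at 0 in the MEFs and at day 0 stood at 7543 ± 0 in Oct4-SK, 7791.5 ± 351 in Oct4 defSox2-SK, 2 ± 2.83 in Oct6-SK and 1.5 ± 0.707 in GFP-SK. *Pou3f1*, which encodes Oct6, stood at 5923 ± 115 in Oct6-SK, at 1.5 ± 2.12 in Oct4-SK and 0.5 ± 0.707 in GFP-SK, and was listed at 0 in Oct4 defSox2-SK. *Sox2* and *Klf4*, carried by all 4 cocktails, stood at 10 and 482 in the MEFs and at day 0 at 4948 to 5199.5 and at 4382.5 to 4948 across the cocktails. At day 8 *Pou5f1* was 16774 ± 1287 in Oct4-SK and had reached the table's maximum of 40612 in Oct4 defSox2-SK, whereas GFP-SK held 4 ± 2.83; *Pou3f1* was 14122.5 ± 2481 in Oct6-SK and listed at 0 in GFP-SK. Against GFP-SK at day 0, *Pou5f1* was higher in Oct4-SK (log2 fold change 10.43, standard error 0.47, adjusted p = 7.4e-13) and in Oct4 defSox2-SK (log2 fold change 10.48, standard error 0.47, adjusted p = 6.6e-13), and *Pou3f1* was higher in Oct6-SK (log2 fold change 10.38, standard error 0.42, adjusted p = 5.1e-14, limma).

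At day 3 the transduced factors differed between replicates in the same 3 cocktails whose replicates stood apart. *Pou5f1* in Oct4-SK was 3226 in replicate 1 and 21618 in replicate 2, and *Pou3f1* in Oct6-SK was 737 and 3924. *Sox2* was 1482 and 5994 in Oct4-SK, 1404 and 6704 in Oct6-SK, and 1419 and 5832 in GFP-SK, but 4948 and 3998 in Oct4 defSox2-SK. The values do not separate transcripts of the viruses from those of the endogenous genes, and *Pou5f1* at the maximum gives a lower bound.

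**Figure D1:**
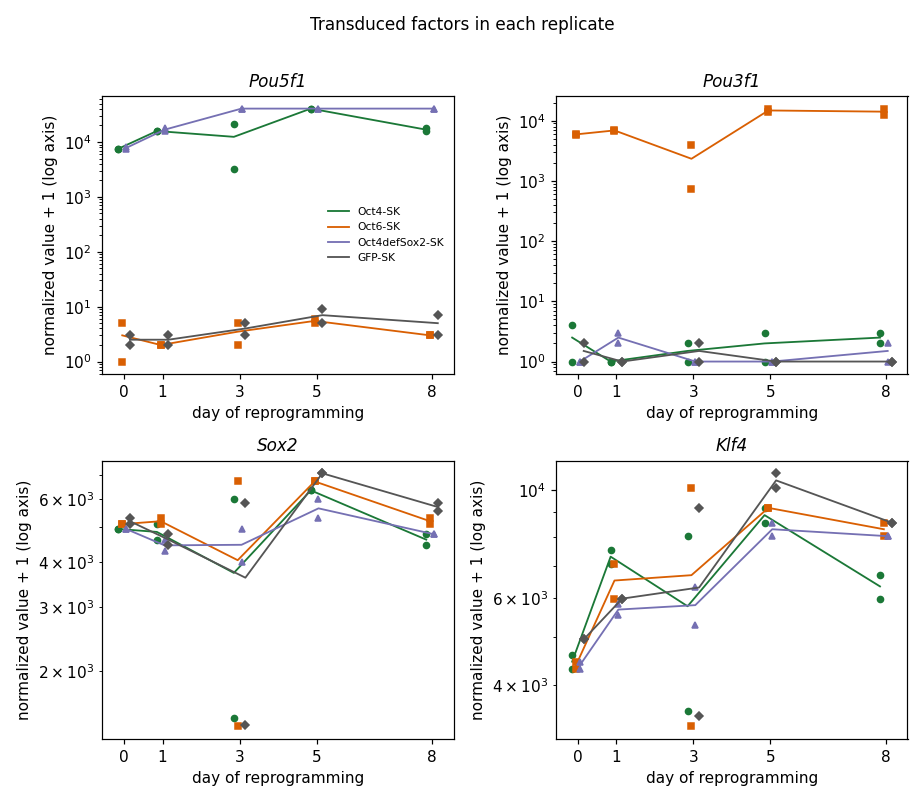
Deposited values of *Pou5f1*, *Pou3f1*, *Sox2* and *Klf4* (log axis, value + 1) in Oct4-SK, Oct6-SK, Oct4 defSox2-SK and GFP-SK by day; points are replicates and lines join means. *Pou5f1* and *Pou3f1* stand above 8 only in the cocktails that carry them, and at day 3 *Sox2* splits into 1482 and 5994 in Oct4-SK.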

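At day 0 genes besides the transduced factors differed between cocktails, from the weakly expressed *Sostdc1* to the abundant matrix gene *Postn*. *Sostdc1*, which encodes a secreted antagonist of BMP signalling, stood at 282 ± 19.8 in Oct4-SK and 26.5 ± 0.707 in GFP-SK (SD, n = 2, log2 fold change 3.22, standard error 0.36, adjusted p = 1e-05). The embryonic globin gene *Hbb-y* stood at 111 ± 2.83 in Oct4-SK and 16 ± 5.66 in GFP-SK (log2 fold change 2.54, adjusted p = 0.013), a call lost with any 1 of these 4 libraries left out (adjusted p = 0.055 to 0.17). *Lama3*, which encodes a laminin chain of epithelial basement membranes, was lower in Oct4-SK (56.5 ± 7.78 against 187.5 ± 6.36, log2 fold change -1.68, adjusted p = 0.0001). So was the drug efflux pump gene *Abcb1a* (60 ± 5.66 against 155.5 ± 6.36, log2 fold change -1.33, adjusted p = 0.0013). In Oct6-SK the annexin gene *Anxa10* was higher (168.5 ± 4.95 against 11 ± 15.6, log2 fold change 4.09, adjusted p = 0.0015). Its adjusted p was 0.11 without replicate 2 of GFP-SK and 0.055 in a fit of day 0 alone. The aldehyde dehydrogenase gene *Aldh3a1* was lower in Oct6-SK (13 ± 4.24 against 150 ± 17, log2 fold change -3.20, adjusted p = 0.00077). *Fndc1*, which encodes a fibronectin domain protein, was lower as well (521 ± 18.4 against 2089 ± 46.7, adjusted p = 2.2e-05).

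Of 14905 genes, 314 differed between Oct4-SK and GFP-SK (152 higher, 162 lower, limma). In Oct6-SK, 299 genes differed from GFP-SK (171 higher, 128 lower), and in Oct4 defSox2-SK 4 genes (3 higher, 1 lower). Of these, 75, 120 and 3 differed by at least 1 on the log2 scale. Besides *Pou5f1*, the genes called in Oct4 defSox2-SK were *Mlf1*, *Trpa1* and the unnamed gene *Gm29289*, the last 2 picked out after the values were seen. *Mlf1*, a myeloid leukemia factor gene, stood at 237 ± 7.07 in Oct4 defSox2-SK and 153.5 ± 3.54 in GFP-SK. The ion channel gene *Trpa1* stood at 21 ± 1.41 and was listed at 0 in GFP-SK (adjusted p = 2.9e-10).

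Between Oct4-SK and Oct6-SK, 262 genes differed. *Postn*, which encodes the matrix protein periostin, was lower in Oct4-SK (4649.5 ± 457 against 16807 ± 1274, log2 fold change -1.86, adjusted p = 5.4e-08). The glutamate receptor gene *Grin3a* was lower too (67.5 ± 6.36 against 193.5 ± 19.1, log2 fold change -1.47, adjusted p = 0.0015). Between Oct4-SK and Oct4 defSox2-SK, 185 genes differed, among them *Ramp3*, which encodes a receptor-modifying protein (152 ± 15.6 against 29 ± 9.9, log2 fold change 2.26, adjusted p = 0.0005).

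Mean profiles of the 4 cocktails at day 0 had r2 of 0.973 to 0.985 with each other and of 0.856 to 0.862 with the MEFs. When all profiles were divided into 2 clusters, every profile but that of Oct4-SK at day 8 shared a cluster with the MEFs. At 3 or 4 clusters only the day 0 profiles shared it, and at 5 they did not. With Spearman correlation they left it at 4 clusters, and over the 2000 most variable genes or without replicate 2 they were still in it at 5. In the MEFs (n = 1, not tested) *Fndc1* was listed at 50 and *Lama3* at 20.

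The counts of genes depend on the libraries. For Oct4-SK against GFP-SK the count was 105 without replicate 2 of GFP-SK and 165 without replicate 2 of Oct4-SK. For Oct6-SK it was 136 without replicate 2 of GFP-SK and 163 without replicate 1 of GFP-SK, and for Oct4 defSox2-SK 6 without replicate 2 of GFP-SK and 14 without replicate 1 of Oct4 defSox2-SK. For Oct4-SK against Oct6-SK it was 96 without replicate 2 of Oct6-SK and 164 without replicate 1 of Oct6-SK. Against Oct4 defSox2-SK it was 51 without replicate 1 of Oct4 defSox2-SK and 96 without replicate 2 of Oct4-SK. In a fit without the day 3 libraries, whose replicates spread most, the counts were 1757, 1578, 37, 1514 and 1273 in the same order.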

At day 0, each cocktail showed nearly identical expression profiles that still clusters with the starting MEFs (MEF-like, Fig. 1e, Supplementary Fig. 1C). 

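Between days 0 and 1 the cells of all 4 cocktails changed together. The paper defines day 0 as the change from viral supernatant, which held serum, into the defined iCD1 medium. No library came from untransduced cells in that medium. Changes from day 0 that all cocktails share therefore cannot be told apart from effects of the medium. Targets of serum response factor and YAP, which mark the contractile fibroblast state, were lower at day 1. The calponin gene *Cnn1* went from 1457.5 ± 91.2 to 152.5 ± 2.12 in GFP-SK and from 1282 ± 19.8 to 180 ± 4.24 in Oct4-SK (SD, n = 2). Over the 4 cocktails it had log2 fold changes of -3.27 to -2.63, highest adjusted p = 8.2e-10. The growth factor gene *Ctgf* went from 12348 ± 0 to 1131 ± 123 in GFP-SK (log2 fold changes of -3.87 to -3.46, highest adjusted p = 2.2e-13). DNA replication genes were higher at day 1. *Mcm5*, which encodes a helicase subunit, went from 316 ± 31.1 to 800 ± 11.3 in Oct4-SK (log2 fold changes of 1.31 to 1.71, highest adjusted p = 4e-06). *Pcna*, which encodes the sliding clamp of DNA polymerases, went from 650.5 ± 10.6 to 1630 ± 62.2 (log2 fold changes of 1.29 to 1.66, highest adjusted p = 5.1e-11). The squamous keratin gene *Krt6a* rose from 0.5 ± 0.707 to 364 ± 107 in Oct4 defSox2-SK (log2 fold change 6.30, adjusted p = 2.3e-14). In GFP-SK it was listed at 0 at day 0 and reached 282.5 ± 53 (adjusted p = 3.7e-14).

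Of 13 serum response and YAP genes, 13 were lower and 0 higher in each cocktail (camera, highest adjusted p = 2.81e-07). The list had an adjusted p = 0.166 to 0.317 with an estimated correlation. Of 15 proliferation genes, 14 to 15 were higher and 0 lower (camera, highest adjusted p = 3.2e-06). They had an adjusted p = 0.301 to 0.459 with an estimated correlation. Of 10 keratinocyte genes, 6 to 8 were higher and 0 lower (camera, highest adjusted p = 0.0126). These had an adjusted p = 0.155 in Oct4-SK and 0.166 in Oct6-SK with an estimated correlation, and the call was kept in the other 2. Adjusted over the lists alone, 13, 14 to 15 and 6 to 8 genes passed in these directions.

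Over all genes, 7547 changed between days 0 and 1 in Oct4-SK, 7480 in Oct6-SK, 7466 in Oct4 defSox2-SK and 7685 in GFP-SK (limma). Of these, 2555 were higher and 2629 lower in all 4 cocktails, against 61 of each for independent sets of the same sizes. The changes of pairs of cocktails correlated at r of 0.835 to 0.902. At day 1, r2 was 0.956 to 0.981 between cocktails and 0.820 to 0.836 with the MEFs, which were sequenced once and could not be tested against.

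Fewer genes differed between cocktails at day 1 than between days 0 and 1. In Oct4-SK, 925 genes differed from GFP-SK (574 higher, 351 lower). The count was 605 in Oct6-SK (283 higher, 322 lower) and 11 in Oct4 defSox2-SK (10 higher, 1 lower). The orphan receptor gene *Gpr50* reached 751.5 ± 2.12 in Oct4-SK and 9.5 ± 0.707 in GFP-SK (log2 fold change 5.81, adjusted p = 0.00012). The hormone gene *Stc2* was lower in Oct4-SK (59 ± 9.9 against 511.5 ± 2.12, log2 fold change -3.03, adjusted p = 4.7e-05). The milk protein gene *Csn1s1* was 151 ± 12.7 in Oct4-SK and listed at 0 in GFP-SK (adjusted p = 1.2e-05). *Mgat4c*, which encodes a glycosyltransferase, was higher in Oct6-SK (109.5 ± 9.19 against 2 ± 0, log2 fold change 4.22, adjusted p = 6.1e-07). In Oct4 defSox2-SK *Cdh1*, which encodes E-cadherin, was higher (log2 fold change 2.64, adjusted p = 0.043). That call was lost with any 1 of the 4 libraries left out (adjusted p = 0.13 to 0.48) and with a pseudocount of 1 (0.13). With 1 library left out, the count for Oct4-SK was 402 without replicate 1 of GFP-SK and 452 without replicate 2 of GFP-SK. For Oct6-SK it was 220 without replicate 2 of Oct6-SK and 272 without replicate 1 of Oct6-SK, and for Oct4 defSox2-SK 4 without replicate 1 of Oct4 defSox2-SK and 12 without replicate 2 of GFP-SK. In a fit without the day 3 libraries the counts were 2792, 2294 and 283.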

At day 1, the expression profiles remain similar for the four conditions but are distinct from MEFs.

At days 3 and 5 bulk expression profiles remain rather similar, however, by day 8, the expression profile of Oct4-SK is distinct from the other TF cocktails, and is closest to pluripotent cells (Fig. 1e, Supplementary Fig. 1C-D, Supplementary Table 1). 

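At day 3, most macrophage transcripts, which fibroblast cultures carry, were low in Oct4 defSox2-SK and stood above their level of day 1 in the other cocktails. The mean of the macrophage and leukocyte genes (log2) was 5.03 to 5.48 in the 4 cocktails at day 1, and 3.00 to 3.89 at day 5. At day 3 it was 3.73 in Oct4 defSox2-SK and 7.30 to 7.59 in Oct4-SK, Oct6-SK and GFP-SK, the cocktails whose replicates stood apart. *Lyz2* stood at 30 ± 5.66 in Oct4 defSox2-SK and 3257 ± 1930 in GFP-SK (SD, n = 2, log2 fold change -6.46, standard error 0.44, adjusted p = 1.6e-10). The complement gene *C1qb* was lower too (0.5 ± 0.707 against 168.5 ± 114, log2 fold change -5.09, adjusted p = 7.1e-09), and *C1qc* was listed at 0 against 137.5 ± 72.8. Of 12 macrophage and leukocyte genes, 11 were lower, 0 higher and 1 did not pass in Oct4 defSox2-SK against GFP-SK (camera, adjusted p = 1.42e-12, and adjusted p = 0.0922 with an estimated correlation). Adjusted over the list alone, 11 were lower. The secretory chaperone gene *Scg5* was higher (468.5 ± 4.95 against 4.5 ± 3.54, log2 fold change 5.85, adjusted p = 1.6e-06). So was the Wnt antagonist gene *Shisa3* (486 ± 55.2 against 11 ± 15.6, log2 fold change 5.58, adjusted p = 0.0006).

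In Oct4-SK at day 3, *Tdh* and *Myh2* varied widely between replicates. *Tdh*, which encodes the threonine dehydrogenase of mouse pluripotent cells, stood at 210.5 ± 202 in Oct4-SK and 0.5 ± 0.707 in GFP-SK (log2 fold change 5.20, adjusted p = 6.8e-07). The muscle myosin gene *Myh2* was higher in Oct4-SK (234.5 ± 162 against 1 ± 0, log2 fold change 5.42, adjusted p = 6.8e-08). *Mgat4c* was higher in Oct6-SK (153.5 ± 0.707 against 2 ± 0, log2 fold change 4.72, adjusted p = 3.7e-07). Against GFP-SK at day 3, 1032 genes differed in Oct4-SK (697 higher, 335 lower, limma). In Oct6-SK 57 genes differed (50 higher, 7 lower) and in Oct4 defSox2-SK 4281 (2056 higher, 2225 lower). With 1 library left out, the count for Oct4-SK was 215 without replicate 2 of Oct4-SK and 3125 without replicate 1 of Oct4-SK. For Oct6-SK it was 14 without replicate 2 of Oct6-SK and 844 without replicate 1 of Oct6-SK, and for Oct4 defSox2-SK 2761 without replicate 2 of Oct4 defSox2-SK and 5308 without replicate 2 of GFP-SK. The replicate differences at day 3 correlated across genes at 0.52 to 0.61 between Oct4-SK, Oct6-SK and GFP-SK, and with replicate number as a block within day the counts were 1460, 93 and 5320. In a fit of the day 3 libraries alone the counts were 4, 10 and 104. In that fit *Tdh* (adjusted p = 0.71), *Myh2* (0.44), *C1qb* (0.065), *Scg5* (0.15) and *Shisa3* (0.3) did not pass. Profiles of Oct4-SK, Oct6-SK and GFP-SK at day 3 had r2 of 0.952 to 0.976 with each other, and Oct4 defSox2-SK had 0.909 to 0.918 with them.

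At day 5 the cocktails had separated. *Tdh* stood at 1461.5 ± 64.3 in Oct4-SK and 1.5 ± 0.707 in GFP-SK (log2 fold change 8.13, adjusted p = 7e-12). *Il1rn*, which encodes the interleukin 1 receptor antagonist, stood at 10136 ± 0 in Oct6-SK and 16 ± 5.66 in GFP-SK (log2 fold change 9.06, adjusted p = 4e-13). The complement gene *C3* was higher in Oct4 defSox2-SK (671 ± 1.41 against 31 ± 1.41, log2 fold change 4.29, adjusted p = 4.3e-10). The proneural factor gene *Ascl1* was lower in Oct6-SK (0.5 ± 0.707 against 364 ± 2.83, log2 fold change -6.33, adjusted p = 2.4e-14). *Tub*, which encodes a phosphoinositide-binding protein of neurons, was lower in Oct4-SK (3.5 ± 2.12 against 369.5 ± 10.6, log2 fold change -5.61, adjusted p = 3.3e-07). Against GFP-SK, 6412 genes differed in Oct4-SK (3427 higher, 2985 lower). In Oct6-SK 7095 differed (3676 higher, 3419 lower) and in Oct4 defSox2-SK 4785 (2512 higher, 2273 lower). The balance depends on the scaling, since the share of higher genes in Oct4-SK was 53.4%, but 43.6% with the values as deposited and 43.0% with quantile normalization. Mean profiles at day 5 had r2 of 0.824 to 0.919 between cocktails.

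At day 8, Oct4-SK had r2 of 0.684 with Oct6-SK, 0.744 with Oct4 defSox2-SK and 0.727 with GFP-SK, whereas the other 3 had 0.814 to 0.926 with each other. Over the 2000 most variable genes the lowest r2 at day 8 was 0.220, and on the linear scale 0.397. The table holds no ES or iPS cells, so nearness to them was not measured.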

RNA-seq was performed using unsorted cells explaining why day 8 Oct4-SK samples still show some differences to more homogeneous iPSC/ESC samples. 

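From day 5 to day 8 fewer genes passed in the 3 cocktails without wild-type Oct4 than in Oct4-SK, among them genes of epithelial cells that rose. *Cldn4*, which encodes a tight junction claudin, went from 135.5 ± 57.3 to 639 ± 4.24 in GFP-SK (SD, n = 2, log2 fold change 2.30, adjusted p = 4.9e-05). The change in Oct4 defSox2-SK was from 20 ± 0 to 312 ± 19.8 (log2 fold change 3.73, adjusted p = 3e-08). In Oct4-SK it went from 28 ± 2.83 to 1340 ± 127 (log2 fold change 5.39, adjusted p = 6e-13). *Epcam*, which encodes an epithelial adhesion molecule, went from 38.5 ± 0.707 to 147.5 ± 9.19 in Oct6-SK (log2 fold change 1.86, adjusted p = 0.0035) and stood at 3333.5 ± 50.2 in Oct4-SK. With a pseudocount of 1 its change in Oct6-SK did not pass (adjusted p = 0.13). The late pluripotency factor gene *Esrrb* rose from 11.5 ± 6.36 to 2039.5 ± 43.1 in Oct4-SK (log2 fold change 7.12, adjusted p = 1.5e-15).

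Of 21 epithelial genes, 8 were higher and 0 lower at day 8 in Oct6-SK (camera, adjusted p = 2.14e-06). In Oct4 defSox2-SK 16 were higher and 0 lower (camera, adjusted p = 1.23e-26), and in GFP-SK 8 were higher and 0 lower (camera, adjusted p = 4.62e-06). In Oct4-SK 20 were higher and 1 lower (camera, adjusted p = 1.14e-09). Adjusted over the list alone, 9, 20, 8 and 20 were higher in the same order.

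Over all genes, 918 differed between days 5 and 8 in Oct6-SK (526 higher, 392 lower, limma). The count was 1257 in Oct4 defSox2-SK (729 higher, 528 lower) and 867 in GFP-SK (574 higher, 293 lower). Oct4-SK changed far more, in 9047 genes (4493 higher, 4554 lower). Mean profiles of days 5 and 8 had r2 of 0.967 in Oct6-SK, 0.960 in Oct4 defSox2-SK, 0.967 in GFP-SK and 0.794 in Oct4-SK. The count for Oct6-SK was 364 without replicate 2 at day 8 and 429 without replicate 1 at day 8. For Oct4 defSox2-SK it was 594 without replicate 1 at day 8 and 667 without replicate 2 at day 8, and for GFP-SK 389 without replicate 2 at day 5 and 457 without replicate 1 at day 5. In a fit without the day 3 libraries the counts were 2965, 3424 and 2957 in these 3 cocktails.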

Expression profiles for cells transfected with reprogramming incompetent POUs are similar at days 5 and 8 (Fig. 1e, Supplementary Fig. 1C). 

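Of the listed mesenchymal and fibroblast genes, more were lower than higher at day 8 against day 0 in every cocktail. Day 0 was the change into the defined medium, so losses that all cocktails share cannot be told apart from effects of the medium. *Itga11*, which encodes a collagen-binding integrin, went from 2339 ± 35.4 to a value listed at 0 in Oct4-SK (SD, n = 2, adjusted p = 1.2e-17). It went from 2452 ± 24 to 5 ± 2.83 in Oct6-SK, from 2587.5 ± 23.3 to 7 ± 1.41 in Oct4 defSox2-SK and from 2618 ± 19.8 to 3.5 ± 2.12 in GFP-SK (log2 fold changes of -8.49 to -7.89, highest adjusted p = 1.2e-15). *Acta2* went from the table's maximum of 40612 to 58 ± 9.9 in Oct4-SK, a loss that is a lower bound (log2 fold change -9.32, adjusted p = 3.2e-21). It stood at 672 ± 9.9, 667.5 ± 29 and 1051.5 ± 9.19 in Oct6-SK, Oct4 defSox2-SK and GFP-SK at day 8. *Pdgfrb*, which encodes a receptor of platelet-derived growth factor, went from 2236 ± 73.5 to 34 ± 2.83 in Oct4-SK and from 2496 ± 39.6 to 275 ± 26.9 in GFP-SK (log2 fold changes of -5.84 to -3.04, highest adjusted p = 4.4e-06). *Zeb1* fell from 947 ± 43.8 to 140 ± 5.66 in Oct4-SK (log2 fold change -2.68, adjusted p = 3.2e-20). In Oct6-SK it fell from 973 ± 52.3 to 500.5 ± 14.8 (log2 fold change -0.92, adjusted p = 5.9e-11). Not every fibroblast gene was lost. *Dcn*, which encodes the proteoglycan decorin, rose from 455.5 ± 6.36 to 3885 ± 80.6 in GFP-SK (log2 fold change 3.06, adjusted p = 2.8e-09) and stood at 402 ± 65.1 at day 8 in Oct4-SK.

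Of 22 mesenchymal genes, 22 were lower and 0 higher at day 8 in Oct4-SK (camera, adjusted p = 1.59e-09). In Oct6-SK 16 were lower and 3 higher (camera, adjusted p = 0.000597, and adjusted p = 0.343 with an estimated correlation). For Oct4 defSox2-SK, 16 were lower and 3 higher (camera, adjusted p = 7.14e-05, and adjusted p = 0.155 with an estimated correlation). In GFP-SK 17 were lower and 3 higher (camera, adjusted p = 0.000499, and adjusted p = 0.188 with an estimated correlation). Of 24 somatic genes of fibroblasts, 20 were lower and 0 higher in Oct4-SK (camera, adjusted p = 3.92e-09). The numbers in Oct6-SK were 13 lower and 4 higher (camera, adjusted p = 0.00173, and adjusted p = 0.371 with an estimated correlation). Oct4 defSox2-SK had 16 lower and 5 higher (camera, adjusted p = 0.000958, and adjusted p = 0.249 with an estimated correlation), and GFP-SK 14 lower and 7 higher (camera, adjusted p = 0.0129, and adjusted p = 0.374 with an estimated correlation). Adjusted over each list alone, 22, 16, 16 and 17 mesenchymal genes were lower in Oct4-SK, Oct6-SK, Oct4 defSox2-SK and GFP-SK. For the somatic genes these counts were 21, 13, 16 and 14.

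Over all genes, 10686 differed between days 0 and 8 in Oct4-SK, 8407 in Oct6-SK, 8464 in Oct4 defSox2-SK and 8728 in GFP-SK (limma). The r2 with the MEF profile was lower at each later day. In Oct4-SK it was 0.862, 0.820, 0.764, 0.661 and 0.573 at days 0, 1, 3, 5 and 8, and in Oct6-SK 0.856, 0.836, 0.782, 0.722 and 0.666. It was 0.858, 0.832, 0.747, 0.725 and 0.686 in Oct4 defSox2-SK and 0.860, 0.833, 0.793, 0.726 and 0.712 in GFP-SK. Genes over 4-fold from the MEF library at day 8 numbered 2757, 2143, 2057 and 1870 in the same order, without a test since n = 1.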

In all conditions, we observed a gradual loss of MEF identity (Fig. 1f, Supplementary Fig. 1E). However, Oct4^defSox2^-SK, Oct6-SK, and GFP-SK conditions fail to activate early and late pluripotency genes. 

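At day 8, late pluripotency genes were as a set higher than in GFP-SK in Oct4-SK alone. Part of the early genes were also higher than in GFP-SK in Oct6-SK and Oct4 defSox2-SK. Both lists were written from general knowledge and may differ from those of the paper. *Dppa5a*, which encodes an RNA-binding protein of pluripotent cells, was 6268 ± 617 in Oct4-SK (SD, n = 2) and listed at 0 in GFP-SK (adjusted p = 5e-23). The nuclear receptor gene *Esrrb* was higher in Oct4-SK than in GFP-SK (log2 fold change 8.73, standard error 0.30, adjusted p = 2.5e-17). It stood at 1 ± 0 in Oct6-SK, 2.5 ± 0.707 in Oct4 defSox2-SK and 1 ± 0 in GFP-SK. *Tdh* was 5444.5 ± 187 in Oct4-SK, 218.5 ± 2.12 in Oct6-SK, 375 ± 32.5 in Oct4 defSox2-SK and 1.5 ± 0.707 in GFP-SK. Against GFP-SK it was higher in Oct4-SK (log2 fold change 10.01, adjusted p = 2.2e-14), Oct6-SK (log2 fold change 5.39, adjusted p = 3.5e-09) and Oct4 defSox2-SK (log2 fold change 6.12, adjusted p = 2.7e-09). *L1td1* was 3964.5 ± 54.4 in Oct4-SK, 63.5 ± 4.95 in Oct6-SK, 120.5 ± 0.707 in Oct4 defSox2-SK and 1 ± 1.41 in GFP-SK. It was higher than in GFP-SK in the 3 cocktails with a POU factor (log2 fold changes of 3.82 to 9.71, highest adjusted p = 1.7e-05). The nuclear receptor gene *Nr5a2* was 604.5 ± 30.4 in Oct4-SK, 18 ± 2.83 in Oct4 defSox2-SK and 8.5 ± 2.12 in GFP-SK, and listed at 0 in Oct6-SK. It was higher in Oct4-SK than in GFP-SK (log2 fold change 5.67, adjusted p = 1.4e-11).

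Of 19 late pluripotency genes, 18 were higher and 0 lower in Oct4-SK than in GFP-SK at day 8 (camera, adjusted p = 2.39e-15). In Oct6-SK 3 were higher and 1 lower (camera, adjusted p = 0.879), and in Oct4 defSox2-SK 2 were higher and 2 lower (camera, adjusted p = 0.622). Of 12 early pluripotency genes, 11 were higher and 0 lower in Oct4-SK (camera, adjusted p = 5.35e-08). In Oct6-SK 7 were higher and 3 lower (camera, adjusted p = 0.0639, 0.04 in a fit without the day 3 libraries). Of the same genes, 5 were higher and 1 lower in Oct4 defSox2-SK (camera, adjusted p = 0.0153, and adjusted p = 0.472 with an estimated correlation). Adjusted over the list alone, 8 early genes were higher in Oct6-SK and 5 in Oct4 defSox2-SK. Those of Oct6-SK included *Slc7a3*, which encodes an arginine transporter (126 ± 8.49 against 13.5 ± 0.707, log2 fold change 2.94, adjusted p = 4e-07). They also included *Gdf3*, which encodes a ligand of the TGF-beta family (70.5 ± 7.78 against a value listed at 0, adjusted p = 2.2e-08). Both remained below Oct4-SK, where *Slc7a3* reached 2018 ± 0 and *Gdf3* 593 ± 19.8. Fold changes against values of a few units are set by the pseudocount and understate the difference.

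**Figure D2:**
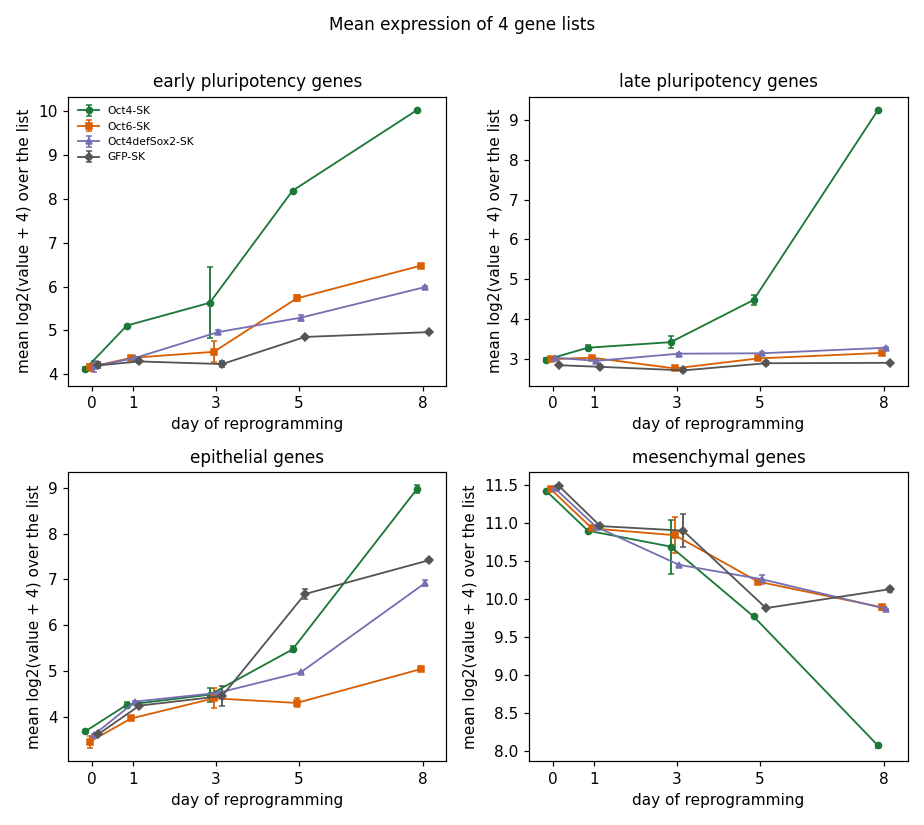
Mean log2(value + 4) of the early pluripotency, late pluripotency, epithelial and mesenchymal genes by day in Oct4-SK, Oct6-SK, Oct4 defSox2-SK and GFP-SK, with points for means of 2 replicates and bars from the lower to the higher replicate. Late genes reach 9.25 at day 8 in Oct4-SK and 2.90 in GFP-SK, and epithelial genes 5.04 in Oct6-SK and 7.42 in GFP-SK.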

In the Oct6-SK condition, the activation of epithelial genes such as *Cdh1* (encoding E-cadherin) is impeded. 

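*Cdh1* RNA was lower in Oct6-SK than in GFP-SK at days 5 and 8. At days 0, 1, 3, 5 and 8 it was 2 ± 2.83, 2.5 ± 0.707, 47 ± 41, 10 ± 1.41 and 86 ± 14.1 in Oct6-SK (SD, n = 2). In GFP-SK it was 15.5 ± 0.707, 24 ± 5.66, 48.5 ± 48.8, 500 ± 79.2 and 760 ± 0. In Oct4-SK it was 30.5 ± 4.95, 72.5 ± 4.95, 223 ± 120, 1109.5 ± 23.3 and 6356 ± 0, and in Oct4 defSox2-SK 27 ± 1.41, 170 ± 24, 299 ± 18.4, 577 ± 21.2 and 1909 ± 115. The keratin genes *Krt8* and *Krt19* encode filaments of simple epithelia. At day 8 *Krt8* was 31.5 ± 13.4 in Oct6-SK against 2292 ± 33.9 in GFP-SK (log2 fold change -6.02, adjusted p = 7.2e-08). *Krt19* was 12.5 ± 2.12 against 1530.5 ± 55.9 (log2 fold change -6.51, adjusted p = 1.5e-08). *Esrp1*, which encodes an epithelial splicing regulator, was 1 ± 1.41 against 57 ± 0 (log2 fold change -3.63, adjusted p = 1.2e-10).

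Against GFP-SK, *Cdh1* was lower in Oct6-SK at day 5 (log2 fold change -5.12, standard error 0.51, adjusted p = 1.5e-08, limma). It was lower at day 8 as well (log2 fold change -3.05, standard error 0.51, adjusted p = 2.6e-05). In Oct4-SK it was higher at day 8 (log2 fold change 3.11, adjusted p = 1.2e-05). In Oct4 defSox2-SK the difference at day 8 did not pass (log2 fold change 1.33, adjusted p = 0.055). It passed in a fit without the day 3 libraries (adjusted p = 2.9e-05), with only day 8 in the fit (0.00017), with a pseudocount of 16 (0.013) and with replicate number as a block within day (0.046).

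Of 21 epithelial genes at day 8, 17 were lower, 1 higher and 3 did not pass in Oct6-SK (camera, adjusted p = 6.29e-08). Among the same genes 5 were lower and 0 higher in Oct4 defSox2-SK (camera, adjusted p = 0.0654, but 0.035 without its replicate 1). In Oct4-SK 3 were lower and 17 higher (camera, adjusted p = 0.000897). Adjusted over the list alone, 18 were lower in Oct6-SK, and 6 lower and 1 higher in Oct4 defSox2-SK. At day 5 most of the same genes were lower than in GFP-SK in each of the 3 cocktails with a POU factor. The mean of *Cdh1* itself was above that of GFP-SK in Oct4-SK and Oct4 defSox2-SK. In Oct6-SK 19 were lower (camera, adjusted p = 1.18e-08), and in Oct4 defSox2-SK 16 (camera, adjusted p = 1.62e-10). In Oct4-SK 14 were lower and 1 was higher (camera, adjusted p = 0.000426, and adjusted p = 0.0739 with an estimated correlation). Adjusted over the list alone at day 5, 19, 16 and 14 were lower in the same order. *Cdh1* still rose in Oct6-SK from day 0 to day 8 (log2 fold change 4.02, adjusted p = 3.8e-07), and its change minus that in GFP-SK did not pass (-1.26, adjusted p = 0.2). That difference of changes passed with a pseudocount of 16 (-2.07, adjusted p = 0.0052), with only days 0 and 8 in the fit (0.01) and without the day 3 libraries (0.0017). RNA was measured in unsorted cells, so the share of E-cadherin positive cells is not given by these values.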

FACS analysis confirmed that from days 3–8 less than 20% of cells were E-cadherin positive in the Oct6-SK condition compared to 89% in Oct4-SK condition (Fig. 1g, Supplementary Fig. 2A–C). At days 3 and 5, E-cadherin levels in the Oct6-SK condition were even lower than in the conditions lacking POU factors (GFP-SK and SK conditions). 

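At day 8 the genes furthest from GFP-SK in Oct4-SK included genes of pluripotent cells on the higher side. The lower side included genes of elastic matrix, an endothelial phosphatase gene and a neurotrophin receptor gene. *Zfp42*, which encodes the pluripotency marker Rex1, was 1441.5 ± 0.707 in Oct4-SK (SD, n = 2) and listed at 0 in GFP-SK (adjusted p = 6.7e-16). The fast muscle light chain gene *Mylpf* was higher (2099 ± 91.9 against 1.5 ± 0.707, log2 fold change 8.64, adjusted p = 1.5e-16). So was *Cmah*, which encodes a sialic acid hydroxylase (12394 ± 0 against 40.5 ± 6.36, log2 fold change 8.18, adjusted p = 6.5e-20). On the lower side, *Fbn2*, which encodes fibrillin 2, stood at 142.5 ± 10.6 in Oct4-SK and 7574 ± 0 in GFP-SK (log2 fold change -5.64, adjusted p = 8.8e-11). The elastin gene *Eln* was lower (5.5 ± 0.707 against 342.5 ± 2.12, log2 fold change -5.16, adjusted p = 2.2e-05), as was the endothelial phosphatase gene *Ptprb* (21 ± 4.24 against 995.5 ± 14.8, log2 fold change -5.28, adjusted p = 2.4e-14). The neurotrophin receptor gene *Ntrk2* was also lower (9 ± 1.41 against 455.5 ± 21.9, log2 fold change -5.11, adjusted p = 4e-09).

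Among the highest genes of Oct4 defSox2-SK was *Egfl6*, which encodes a secreted EGF-like protein (1121 ± 12.7 against 25 ± 1.41, log2 fold change 5.29, adjusted p = 2.6e-05). Another was the calcium channel subunit gene *Cacna2d2* (481 ± 9.9 against 16 ± 0, log2 fold change 4.61, adjusted p = 5.2e-08). The lowest genes included the skin protease gene *Asprv1* (4 ± 0 against 272 ± 8.49, log2 fold change -5.10, adjusted p = 6.9e-11). *Igfbp5*, which encodes a binding protein of insulin-like growth factors, was lower (350 ± 28.3 against 4256 ± 73.5, log2 fold change -3.58, adjusted p = 2.7e-12). The neuronal membrane gene *Gpm6a* was listed at 0 in Oct4 defSox2-SK and stood at 117.5 ± 3.54 in GFP-SK (adjusted p = 0.00071).

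Of 14905 genes, 9170 differed from GFP-SK at day 8 in Oct4-SK (4806 higher, 4364 lower, limma). The count was 7271 in Oct6-SK (3727 higher, 3544 lower) and 4030 in Oct4 defSox2-SK (2109 higher, 1921 lower). Of those in Oct4-SK, 4239 changed by at least 1 and 1710 by at least 2 on the log2 scale. In Oct6-SK these were 2918 and 1119, and in Oct4 defSox2-SK 1201 and 288. With the values as deposited, 48.9%, 46.5% and 50.0% of the called genes were higher in Oct4-SK, Oct6-SK and Oct4 defSox2-SK, so the balance of sides depends on the scaling. At day 5 Oct6-SK exceeded Oct4-SK in called genes and in those changed by at least 1 (2737 against 2589), but not in those changed by at least 2 (962 against 1035). The count of Oct4 defSox2-SK at day 8 was 2646 without replicate 1 of Oct4 defSox2-SK and 2792 without replicate 2 of Oct4 defSox2-SK, and 6424 in a fit without the day 3 libraries. Comparisons with the same 2 GFP-SK libraries share their error, so the 3 counts are not independent.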

Differential gene expression analysis using the GFP-SK condition as a reference showed a larger number of differentially expressed genes in the Oct4-SK condition by day 8 than for Oct6-SK and Oct4^defSox2^-SK conditions (Supplementary Fig. 2D-E, Supplementary Data 1). The upregulated genes in Oct4-SK at day 8 showed gene ontology terms enriched for embryo development, meiosis, blastocyst formation and DNA (de)methylation (Supplementary Fig. 2F). 

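Genes of the germline, the early embryo and DNA methylation were among those higher in Oct4-SK at day 8. *Dazl*, which encodes a germ cell RNA-binding protein, was 148 ± 2.83 in Oct4-SK (SD, n = 2) and listed at 0 in GFP-SK (adjusted p = 8.5e-06). *Piwil2*, which encodes a piRNA-binding protein, was higher (429.5 ± 24.7 against 7 ± 2.83, log2 fold change 5.38, adjusted p = 4.1e-10). *Dnmt3l*, which encodes a cofactor of the de novo methyltransferases, stood at 425 ± 15.6 in Oct4-SK and 1 ± 1.41 in GFP-SK (log2 fold change 6.50, adjusted p = 1.5e-11). *Tet1*, which encodes a 5-methylcytosine dioxygenase, was higher as well (1626 ± 28.3 against 62 ± 8.49, log2 fold change 4.69, adjusted p = 9.6e-12). The trophectoderm factor gene *Cdx2* was 52.5 ± 19.1 in Oct4-SK and listed at 0 in GFP-SK (adjusted p = 5.4e-14), whereas the keratin gene *Krt7* was lower (41 ± 26.9 against 332 ± 0, log2 fold change -2.99, adjusted p = 4.7e-07).

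Of 14 meiosis and germline genes, 8 were higher, 1 lower and 5 did not pass in Oct4-SK (camera, adjusted p = 0.00779). Adjusted over the list alone, 8 were higher. Of 15 genes of DNA methylation and demethylation, 11 were higher and 2 lower (camera, adjusted p = 0.00024), among the first *Dnmt3b* (1345 ± 39.6 against 82.5 ± 4.95, log2 fold change 4.02, adjusted p = 3.7e-12). Of 9 blastocyst and trophectoderm genes, 6 were higher and 2 lower, which did not pass as a list (camera, adjusted p = 0.0567). The list passed without replicate 2 of Oct4-SK (adjusted p = 0.035) and without replicate 1 of GFP-SK at day 8 (0.047). It also passed with a pseudocount of 16 (0.046) and with the values as deposited (0.042). Of 8 genes of the primed state and gastrulation, 6 were higher and 0 lower (camera, adjusted p = 0.000379). Among them, the signalling gene *Lefty2* was higher (350 ± 11.3 against 3.5 ± 0.707, log2 fold change 5.62, adjusted p = 4.7e-14), and *Nodal* was 70 ± 8.49 and listed at 0 in GFP-SK (adjusted p = 2.1e-13). Of 10 primitive endoderm genes, 1 was higher and 7 lower (camera, adjusted p = 0.00719), the lower ones including the GATA factor gene *Gata4* (0.5 ± 0.707 against 18 ± 1.41, log2 fold change -2.29, adjusted p = 7.3e-05). Of 16 chromatin genes of pluripotent cells, 14 were higher and 1 lower (camera, adjusted p = 9.06e-09). *Utf1*, one of them, reached 449.5 ± 0.707 from a value listed at 0 in GFP-SK. These lists replace the ontology terms of the paper, so enrichment of the terms themselves was not tested, and several genes sit in more than 1 list.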

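The genes raised most by Oct6-SK at day 8 were of mixed tissues. *Il1rn* stood at 8062 ± 0 in Oct6-SK and 11.5 ± 2.12 in GFP-SK (SD, n = 2, log2 fold change 9.08, standard error 0.49, adjusted p = 3.6e-13). The ciliary dynein gene *Dnah5* was higher (1872.5 ± 57.3 against 2 ± 2.83, log2 fold change 8.42, adjusted p = 1.4e-14). *Vnn3*, which encodes a vanin of pantetheine breakdown, was 729 ± 52.3 and listed at 0 in GFP-SK (adjusted p = 1.3e-18). *Nt5e* was higher as well (12368 ± 0 against 113 ± 32.5, log2 fold change 6.80, adjusted p = 3.9e-10). Neuronal genes went both ways. *Pcp4*, which encodes a calmodulin regulator of Purkinje cells, was higher (691 ± 32.5 against 2.5 ± 2.12, log2 fold change 6.82, adjusted p = 4.1e-13), as was the proneural factor gene *Neurog2* (211 ± 15.6 against 2 ± 0, log2 fold change 5.21, adjusted p = 4.3e-13). *Ascl1* was lower (3 ± 1.41 against 230 ± 8.49, log2 fold change -5.05, adjusted p = 1.2e-12). Of circulatory genes, *Ramp3*, which encodes a modifier of the adrenomedullin receptor, was higher (2751.5 ± 125 against 485 ± 12.7, log2 fold change 2.54, adjusted p = 9.1e-07). *Tie1*, which encodes an endothelial receptor kinase, was listed at 0 against 22 ± 5.66 in GFP-SK (adjusted p = 9.4e-08).

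Of 20 circulatory genes, 2 were higher, 11 lower and 7 did not pass in Oct6-SK against GFP-SK (camera, adjusted p = 0.0251, and adjusted p = 0.0635 with an estimated correlation). With genes filtered at 50 the adjusted p was 0.088. Of 20 neuronal genes, 4 were higher and 10 lower (camera, adjusted p = 0.1). Adjusted over each list alone, 11 circulatory and 11 neuronal genes were lower, and 2 and 4 higher. Oct4-SK also had fewer higher than lower circulatory genes (1 and 14, camera, adjusted p = 0.000988). Of the genes changed by at least 2 on the log2 scale in Oct6-SK, 641 were higher and 478 lower. Among the lowest was the keratin gene *Krt13* (1.5 ± 0.707 against 1198 ± 5.66, log2 fold change -7.76, adjusted p = 4e-16). The lists are far smaller than ontology terms, which can be enriched among higher genes while most of their members are lower.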

The set of genes upregulated by Oct6-SK showed enrichment of terms associated with somatic system development (e.g., circulatory and neuronal systems). Collectively, our data suggest that transcriptional responses at early stages of reprogramming do not require Oct4 but the induction of pluripotency genes are crucially dependent on Oct4, and related POU factors cannot substitute for this function.

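The paper proposes that the first responses of the cells do not need Oct4 whereas pluripotency genes do. By the change from day 0 to day 8, *Nanog* rose more in Oct4-SK than in GFP-SK (difference of log2 changes 7.96, adjusted p = 8.2e-11, n = 2 per cocktail and day). So did *Esrp1* (3.23, adjusted p = 2.6e-07), while the mesenchymal cadherin gene *Cdh11* fell more (-4.19, adjusted p = 8.4e-08). At day 8 *Nanog* was higher in Oct4-SK than in Oct6-SK (log2 fold change 8.30, adjusted p = 1.3e-14) and Oct4 defSox2-SK (log2 fold change 8.19, adjusted p = 2.7e-14). *Esrrb* was higher than in Oct6-SK (log2 fold change 8.72, adjusted p = 1.7e-17) and Oct4 defSox2-SK (log2 fold change 8.35, adjusted p = 5.1e-17) as well. *Il1rn* was lower in Oct4-SK (24.5 ± 3.54, SD) than in Oct6-SK (log2 fold change -8.15, adjusted p = 5.3e-13). *Sod3*, which encodes an extracellular superoxide dismutase, was lower than in Oct4 defSox2-SK (3.5 ± 0.707 against 300.5 ± 4.95, log2 fold change -5.33, adjusted p = 1.2e-13).

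Of 19 late pluripotency genes, 19 were higher in Oct4-SK than in Oct6-SK (camera, adjusted p = 2.81e-13) and 19 higher than in Oct4 defSox2-SK (camera, adjusted p = 1.15e-14). Of 12 early genes, 10 were higher and 0 lower than in Oct6-SK (camera, adjusted p = 5.73e-05, and adjusted p = 0.116 with an estimated correlation). Against Oct4 defSox2-SK, 11 were higher and 0 lower (camera, adjusted p = 1.35e-06).

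Genes whose change from day 0 to day 8 differed from that in GFP-SK numbered 7322 in Oct4-SK, 4796 in Oct6-SK and 1887 in Oct4 defSox2-SK (limma). Of these, 3844, 2507 and 1027 had the higher change, and in a fit without the day 3 libraries Oct4 defSox2-SK had 4369. At day 8, 9971 genes differed between Oct4-SK and Oct6-SK, 9407 between Oct4-SK and Oct4 defSox2-SK and 4659 between Oct6-SK and Oct4 defSox2-SK. The changes from day 0 to day 8 in Oct4-SK correlated at r of 0.590 with those in Oct6-SK, 0.668 with Oct4 defSox2-SK and 0.646 with GFP-SK. Between the other cocktails, r was 0.673 for Oct6-SK and GFP-SK, 0.802 for Oct6-SK and Oct4 defSox2-SK and 0.851 for Oct4 defSox2-SK and GFP-SK. Of all genes, 1864 were higher and 2077 lower at day 8 than at day 0 in all 4 cocktails, and 1988 had opposite calls in at least 2 cocktails. RNA levels alone do not show which genes Oct4 acts on directly.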

### *Cis*-regulatory dynamics of Oct4 during reprogramming

To link the expression profiles to genome occupancy, we performed ChIP-seq (Supplementary Fig. 3A-B, Supplementary Tables 2–3) and profiled the binding pattern of Oct4 at days 1, 5, and 7. We defined 7 trajectory groups (abbreviated with digits marking presence (1) or absence (0) of binding at days 1, 5, and 7) (Fig. 2a, Supplementary Data 2). De novo motif discovery on each trajectory group detected four types of POU motifs: the octamer; the composite SoxOct element; the palindromic MORE anda MORE + 1 variant (Fig. 2b–c). Around 50% of transiently bound sites (100, 010) are devoid of any detectable composite POU motif and showed a stronger enrichment for somatic motifs potentially reflecting binding within accessible somatic enhancers (Fig. 2b–d). MORE motifs are most abundant at locations that are targeted early and remain occupied at subsequent time points (110, 111), whereas they are depleted in sites that are exclusively bound in the late stage (‘001’). SoxOct motifs are enriched in locations occupied at late stages regardless of their binding pattern at earlier time points (Fig. 2b–e). Collectively, these analyses suggest that genome-wide Oct4 binding is dynamic (Fig. 2f, Supplementary Table 4), however the presence of MORE and SoxOct elements is associated with more persistent binding. To test whether MORE sites also possess enhancer activity, we selected two genomic sequences near the *Sox21* and *Spata13* genes that are constitutively bound by Oct4 and showed progressively increasing expression during reprogramming (Fig. 2g–h). 

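*Sox21* RNA rose in Oct4-SK up to day 5 and was lower at day 8, and *Spata13* was higher at day 8 than at day 0. *Sox21*, which encodes a SOXB2 transcription factor, was 3 ± 0, 32.5 ± 3.54, 290 ± 62.2, 389 ± 1.41 and 268 ± 53.7 at days 0, 1, 3, 5 and 8 in Oct4-SK (SD, n = 2). At day 8 it was 951 ± 36.8 in Oct6-SK, 890 ± 11.3 in Oct4 defSox2-SK and 929.5 ± 10.6 in GFP-SK. *Spata13*, which encodes an exchange factor for RAC1 and CDC42, was 184 ± 28.3, 241 ± 1.41, 268 ± 76.4, 619 ± 26.9 and 784.5 ± 21.9 in Oct4-SK. It stood at 784 ± 33.9 in Oct6-SK, 598.5 ± 47.4 in Oct4 defSox2-SK and 277.5 ± 33.2 in GFP-SK at day 8. In the MEFs (n = 1) the genes were listed at 0 and 112.

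From day 0 to day 8 in Oct4-SK, *Sox21* rose (log2 fold change 5.31, standard error 0.19, adjusted p = 2.5e-17, limma), as did *Spata13* (log2 fold change 2.12, standard error 0.14, adjusted p = 2.8e-12). From day 5 to day 8, *Sox21* fell in Oct4-SK (log2 fold change -0.55, adjusted p = 0.018). The call was lost without replicate 1 of day 5 (adjusted p = 0.066), replicate 2 of day 5 (0.06) or replicate 1 of day 8 (0.22) and with a pseudocount of 1 (0.092). Over the same days *Spata13* was higher (log2 fold change 0.34, adjusted p = 0.046). That call was lost with replicate number as a block within cocktail (adjusted p = 0.057). It was also lost with any 1 of the 4 libraries left out (log2 fold changes of 0.29 to 0.38). At day 8 *Sox21* was lower in Oct4-SK than in GFP-SK (log2 fold change -1.74, adjusted p = 4.1e-08), and *Spata13* was higher in Oct4-SK (log2 fold change 1.55, adjusted p = 1.9e-09), Oct6-SK (log2 fold change 1.54, adjusted p = 4.6e-09) and Oct4 defSox2-SK (log2 fold change 1.11, adjusted p = 3e-06). *Sox21* also rose from day 0 to day 8 in GFP-SK, which has no Oct4 (log2 fold change 7.40, adjusted p = 2.6e-19), and its rise cannot be assigned to Oct4 from RNA levels. Binding was not measured here, and 1 gene beside each site does not show which gene a site acts on.

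**Figure D3:**
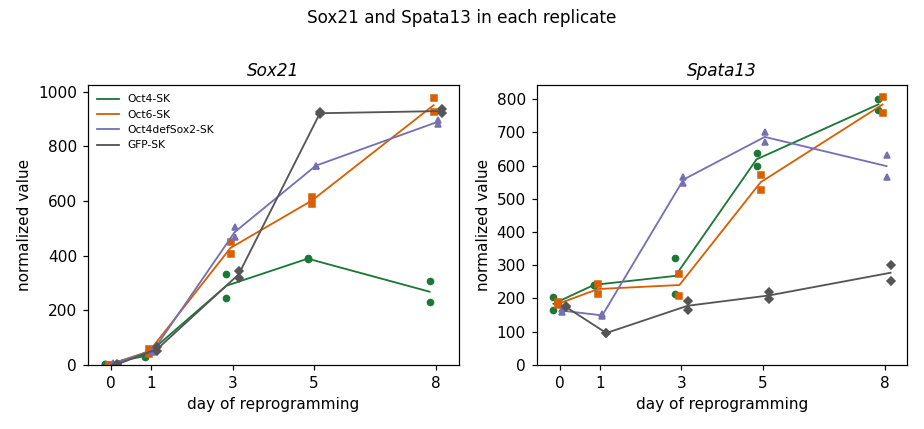
Deposited values of *Sox21* and *Spata13* by day in Oct4-SK, Oct6-SK, Oct4 defSox2-SK and GFP-SK; points are replicates and lines join means. At day 8 *Sox21* stands at 268 in Oct4-SK and 929.5 in GFP-SK, and *Spata13* at 784.5 and 277.5.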

First, we performed an EMSA (electrophoretic mobility shift assay) using probes with composite MORE (near *Spata13*) and SoxOct (near *Sox21*) elements (Fig. 2i, Supplementary Table 5). Oct4 binds the MORE^Spata13^ but homodimer bands are only observed at high protein concentration suggestive of low homodimer cooperativity as reported previously for other MORE-like elements^14^. In contrast, on SoxOct^Sox21^ DNA Oct4/Sox2 heterodimer bands predominate over monomeric bands indicating positive cooperativity (Fig. 2i). Both SoxOct^Sox21^ and MORE^Spata13^ sequences activated the expression of a GFP-reporter in mouse ESCs in a STARR-reporter assay^38^ (Fig. 2j, Supplementary Tables 6–8). This activation was significantly reduced upon mutation of these DNA motifs indicating that both motif sequences are capable of mediating enhancer activity in ESCs. In summary, Oct4 binds chromatin dynamically using different motif signatures at different stages and predominantly acts as transcriptional activator.

**Fig. 2:**
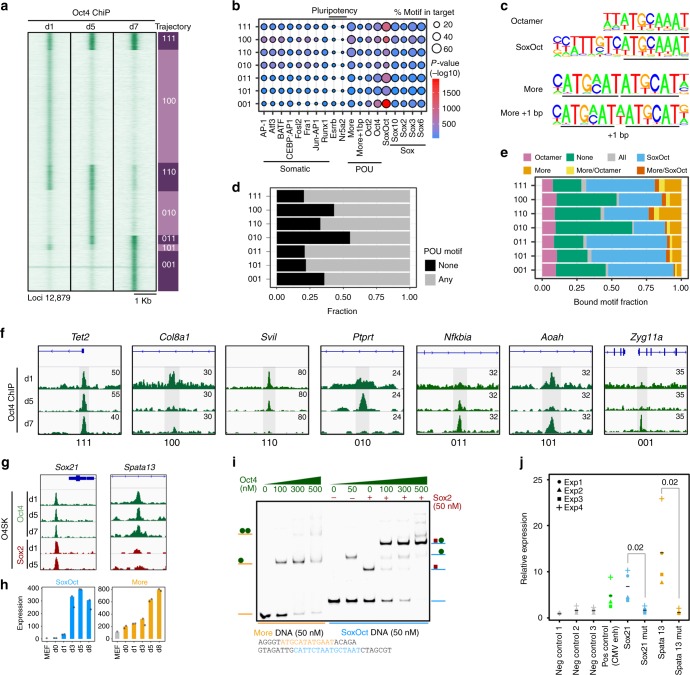
Determinants for the binding trajectories of Oct4. **a** Heatmap of Oct4 ChIP-seq signal within 2 kb window centered at Oct4 summits. Rows are Oct4 peaks arranged in 7 binary trajectories. 1 indicates presence and 0 absence of binding; left to right digits are days 1, 5 and 7. Summits were merged if within 100 bp. Genomic locations are provided in Supplementary Data 2. **b** Enrichment of selected TF motifs in Oct4 occupancy trajectories. Point size represents the proportion of sequences with the motif and color gradient (blue to red) the *p*-value score. **c** Consensus binding motifs of Oct4 represented as PWMs (position weight matrices). POU binding sites are underlined. **d** Proportion of ChIP-seq peaks in each occupancy trajectory featuring ‘any’ (consensus motifs shown in **c**) or ‘none’ of these POU motifs. **e** Fraction of binding locations for each occupancy trajectory containing the indicated POU motifs. ‘All’ refers to peaks where motif scanning concurrently detected all the POU motifs listed in (**c**) and ‘none’ the absence of any of these motifs. **f** Genome browser track of Oct4 ChIP-seq peaks (shaded gray) for selected trajectories. Genomic coordinates for the summits are listed in Supplementary Table 4. **g** Genome browser tracks of constitutively bound Oct4 and Sox2 ChIP-seq peaks containing either SoxOct (near *Sox21* gene) or MORE (near *Spata13* gene) motifs. **h** Gene expression (mean tag counts as bar and individual technical replicate as dots) of *Sox21* and *Spata13* in the Oct4 condition. **i** EMSAs using Oct4-POU and Sox2-HMG protein constructs and DNA probes containing SoxOct elements (near the *Sox21* gene) or MORE elements (near the *Spata13* gene). EMSA probes are provided in Supplementary Table 5. **j** STARR reporter assay^38^ in ESCs with Oct4 bound regions from (**g**) near *Sox21* or *Spata13*. The positive and negative control sequences are shown in Supplementary Table 8. Each data point (*n* = 4, biological replicates) is shown with mean as black bar; indicated p-values were calculated by Student’s t-test. Source data for **i** and **j** are provided as a Source Data file

### Switching MORE binding with a point mutation

We had previously identified an amino acid at position 151 of the Oct4-POU which governs that Oct4 homodimerises less cooperatively than Oct6 on MORE DNA^14^. Exchanging this residue by generating mutant Oct4^S151M^ and Oct6^M151S^ proteins strongly increases homodimerisation for Oct4 and decreases homodimerisation for Oct6^14^. In four-factor (4F, OSKM) serum/LIF conditions the Oct6^M151S^ mutation combined with mutations at the Sox2 interaction surface and the linker converts Oct6 into a pluripotency inducer^14^. To test whether the switch in motif preferences also occurs in a chromatin context, we performed ChIP-seq for Oct4^S151M^ (Oct4SM) and Oct6^M151S^ (Oct6MS) at day 1. Indeed, Oct4^S151M^ shows an increased preference for MORE and MORE + 1 motifs (Supplementary Fig. 3C-F). Conversely, Oct6^M151S^ loses its preference for the MORE element compared to Oct6. Yet, Oct6^M151S^ does not show a marked gain in binding at SoxOct elements, in line with its inability to induce pluripotency (Supplementary Fig. 3G). In the 4 F serum/LIF condition, we previously found that Oct4^S151M^ reduces the iPSC colony yield to ~70% of that of Oct4^14^. In the 3 F iCD1 system used here, the iPSCs colony yield for Oct4^S151M^ is reduced compared to Oct4 at day 4 but is similar at day 7 (Supplementary Fig. 3H). Accordingly, despite the binding to many MORE sites not targeted by Oct4, Oct4^S151M^ remains bound to the critical set of Oct4 sites containing SoxOct motifs (Supplementary Fig. 3I).

### Oct4, Oct6, and Oct4^defSox2^ show different motif preferences

To explore the properties that endow Oct4 with the capacity to reprogram, we contrasted its binding profile with that of Oct6 and Oct4^defSox2^ by ChIP-seq at days 1 and 5. All three exogenous POU constructs were expressed at comparable mRNA levels (Supplementary Fig. 4A, Supplementary Table 9). However expression of endogenous Oct4 was only activated by the Oct4-SK cocktail. Oct4, Oct6, and Oct4^defSox2^ proteins were mainly present in the nuclear fraction with highest levels at day 1 followed by a moderate decrease over the subsequent days especially for Oct6 and Oct4^defSox2^ (Supplementary Fig. 4B). The binding pattern of Oct4 at day 1 observed in this study correlates with previously reported early stages for secondary-mouse/Serum/LIF conditions, where cells reprogram slowly^4–6^ (Fig. 3a). Oct4 binding at days 5 and 7 correlates with the maturation and pre-iPSCs stages in these systems^4,5^. Oct6 targets a unique set of genomic locations from the onset of its ectopic expression with only weak signals at sites occupied by Oct4 throughout the pluripotency reprogramming. Oct6 binding also does not correlate with POU III factors binding during neural reprogramming^18,20,22,39^ (Fig. 3b–c, Supplementary Fig. 4C-D). The occupancy of Oct4^defSox2^ correlates with Oct4 at day 1, but not at day 5 (Fig. 3a–c). Overlap of Sox2 binding in the respective conditions was only moderate with more uniquely bound than shared sites (Supplementary Fig. 4E-F). Motif analysis revealed that the canonical SoxOct element predominates in locations occupied by Oct4 and its fraction increases at the late stage (Fig. 3d–f). Surprisingly, Oct4^defSox2^ also shows enrichment for the SoxOct motif at day 1, but at day 5 the MORE motif predominates, suggesting that Oct4^defSox2^ can bind to composite SoxOct DNA. Oct6 preferentially targets MORE locations at both time points. Taken together, we found that the initial binding profile of Oct4^defSox2^ resembles Oct4 whilst Oct6 binds a different set of locations, raising the question as to how these different binding landscapes correlate with chromatin state transitions.

**Fig. 3:**
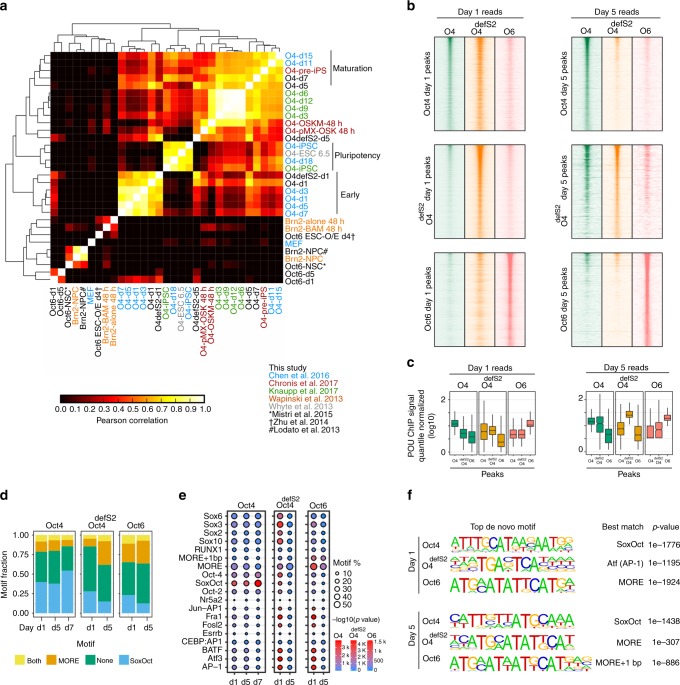
POU TFs exhibit distinctive binding profiles and motif preferences. **a** Hierarchical clustering of the pairwise correlation coefficients (R^2^) of ChIP-seq signals from Oct4, Oct4^defSox2^ and Oct6 ChIP-seq peaks with publically available ChIP-seq datasets for Oct4, Oct6 and Brn2^4–6,18,20,22,39,69^. **b** ChIP-seq signal heatmaps for Oct4 (green), Oct4^defSox2^ (orange), and Oct6 (salmon) at days 1 (left panels) and 5 (right panels) centered on ChIP-seq peaks for Oct4 (top panels), Oct4^defSox2^ (middle panels) and Oct6 (bottom panels). **c** Boxplots of quantile normalized ChIP-seq signals at Oct4, Oct4^defSox2^ and Oct6 peaks at days 1 and 5 from heatmaps in (**b**). For the boxplots, the midline indicates the median, boxes indicate the upper and lower quartiles and the whiskers indicate 1.5 times interquartile range. **d** Fraction of binding locations containing MORE (including MORE variant with 1 bp spacer) or SoxOct elements at different reprogramming stages. ‘Both’ refers to peaks where motif scanning detected MORE and SoxOct motifs concurrently and ‘none’ the absence of either of the two motifs. **e** Enrichment of selected TF motifs in ChIP-seq peaks at days 1 and 5 for Oct4, Oct4^defSox2^, and Oct6. Size represents fractional occurrences and color gradient the *p*-value scores. **f** Top de novo motifs for Oct4, Oct4^defSox2^ and Oct6 at days 1 and 5. In the HOMER database the MORE motif is designated as Pit1 and MORE + 1 bp as Pit1 + 1bp^70^

### The Oct6-SK cocktail retains the capacity to open chromatin

Three studies reported that Oct4 preferentially targets closed chromatin when reprogramming is initiated supporting the view that it acts as pioneer factor^6–8^. Work by two other laboratories concluded that Oct4 is directed to pre-opened and active enhancer controlling somatic genes^4,5^. To resolve these alternative views, we probed chromatin accessibility by ATAC-seq (assay for transposase-accessible chromatin using sequencing)^40^ with Oct4-SK, Oct6-SK, and Oct4^defS2^-SK cocktails at days 1 and 5 of reprogramming (Supplementary Fig. 5A). We used chromVAR^41^ to test whether particular TF motifs are associated with variations in chromatin accessibility across Oct4-SK, Oct6-SK, and Oct4^defS2^-SK samples (Supplementary Fig. 5B). We found that the sites with canonical SoxOct motifs show an increased accessibility in Oct4-SK and Oct6-SK conditions at days 1 and 5 compared to MEFs, but not in the Oct4^defSox2^-SK condition (Fig. 4a). However, loci with matches to single Sox motifs showed increased accessibility specifically in the Oct4^defSox2^-SK sample. This suggests exogenous Sox2 or endogenously expressed Sox factors might bind and open alternative genomic sites in the Oct4^defSox2^-SK condition. Oct6-SK expressing cells show a specific increase in accessibility at sites marked by MORE and octamer motifs (Fig. 4a). This suggests that the Oct6-SK cocktail is not compromised in its ability to open chromatin.

**Fig. 4:**
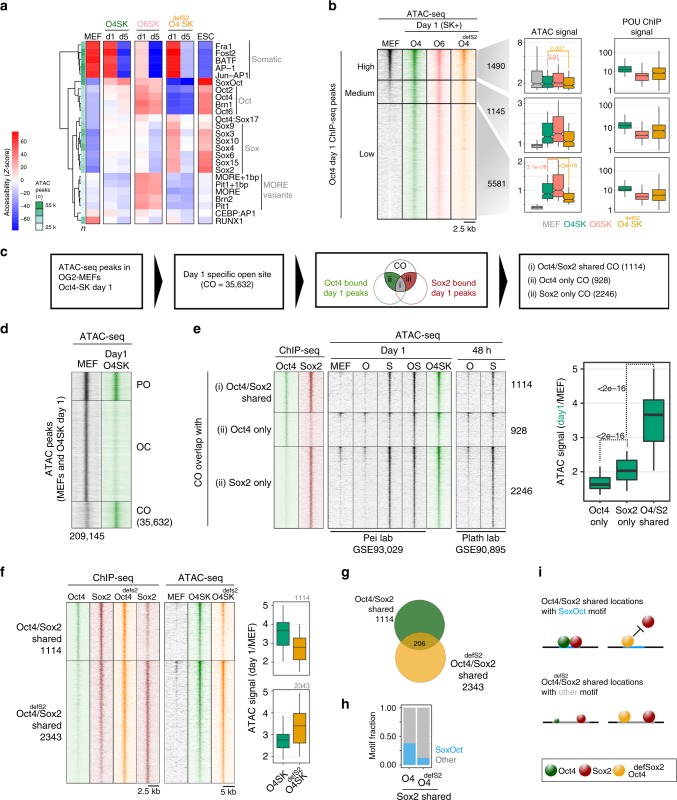
Sox2 facilitates chromatin opening and Oct4 augments it. **a** Accessibility variation of ATAC-seq peaks categorized by the presence of selected motifs was determined by chromVAR. Data are scaled row-wise. The color gradient denotes high (red) and low (blue) accessibility. *n* = number of ATAC-seq peaks containing indicated motifs. **b** Oct4 ChIP-seq peaks at day 1 were ranked by ATAC-seq read coverage in MEFs and grouped into sites with high (read counts > 30, *n* = 1490), medium (read counts = 15 to 30, *n* = 1145) and low-accessibility in MEFs (read counts < 15, *n* = 5581). Box plots show ATAC-seq and POU ChIP-seq signals at peaks from three corresponding groups. **c** Analysis flow chart to interrogate the role of Oct4 and Sox2 in facilitating chromatin opening. **d** ATAC-seq signal heatmaps grouped by three chromatin trajectories: PO (permanently open), OC (open to close), CO (close to open) defined using ATAC-seq peaks from MEFs (GSE93029^42^) and the Oct4-SK day 1 condition. Numbers indicate peak numbers. **e** The CO category was further grouped by the presence of Sox2 and Oct4 ChIP-seq peaks from day 1Oct4-SK condition. ChIP-seq and ATAC-seq signal heatmaps were generated using data from this study and indicated sources. Boxplots represent the day1 by MEF ATAC-seq signal ratio. **f** Heatmaps showing the ChIP-seq (left) and ATAC-seq (right) signals at ChIP-seq peaks defined by co-binding of Oct4/Sox2 or Oct4^defSox2^/Sox2. Boxplots are day 1/MEF ATAC-signal ratios over the two peak sets. **g** Overlap of Oct4/Sox2 and Oct4^defSox2^/Sox2 ChIP-seq peaks. **h** Fraction of Oct4/Sox2 and Oct4^defSox2^/Sox2 peaks with matches to the canonical SoxOct motif. **i** Oct4^defSox2^ prevents Sox2 from targeting sites with canonical SoxOct elements whilst co-binding of Oct4^defSox2^/Sox2 at alternative locations is permitted. The size of spheres schematically represent binding preferences. *p*-values in **b** and **e** were calculated using the unpaired Wilcoxon rank sum test (R function pairwise.wilcox.test) adjusted for multiple testing using the Holm method. ATAC-seq boxplots show signals normalized using EAseq (DNA fragments per kilobase pairs (kbp) per million (m) reads) and POU ChIP-seq read coverage boxplots were quantile normalized. Genomic locations for **b**, **d**, **e**, and **f** are provided in Supplementary Data 2. For the boxplots, the midline indicates the median, boxes indicate the upper and lower quartiles and the whiskers indicate 1.5 times interquartile range

In order to link chromatin accessibility changes to Oct4 binding, we divided Oct4 bound sites based on their chromatin accessibility levels in MEFs (high, medium, and low, Fig. 4b). The majority of Oct4 ChIP-seq peaks belong to the low accessibility group (*n* = 5581) with good ChIP-seq signals suggesting that Oct4 can effectively bind closed chromatin. The sites with low and medium accessibility in MEFs became more accessible in Oct4-SK and Oct6-SK conditions, but the increase in accessibility is significantly lower for the Oct4^defSox2^-SK condition. This is inversely correlated with binding as the occupancy of Oct4^defSox2^ is higher than the occupancy of Oct6 at these loci (Fig. 4b). Sox2 occupancy levels are comparable at the sites with high accessibility in MEFs among the three POU conditions, but it is reduced at sites with low accessibility in MEFs in the Oct4^defSox2^ condition (Supplementary Fig. 5C).

Collectively, our data support a view that Oct4 pre-dominantly binds to locations closed in MEFs rather than having a bias for pre-opened MEF enhancers. Oct6-SK cocktails retain the ability to bring about chromatin accessibility changes at Oct4 bound sites and loci marked with SoxOct motifs whilst this activity is mitigated in the Oct4^defSox2^-SK condition.

### Sox2 directs chromatin opening augmented by Oct4

We next asked whether Sox2 or Oct4 is more potent at facilitating chromatin opening. To address this, we used ATAC-seq data in MEFs and at day 1 in the Oct4-SK condition and defined sites that undergo closed-to-open (CO) transition (Fig. 4c–d). We next defined CO locations co-bound by Oct4 and Sox2 or only bound by one of the factors (Fig. 4c–e). We found a significantly stronger increase in accessibility at sites bound by Sox2-only compared to sites bound by Oct4-only (Fig. 4e). Yet, the increase in accessibility was most profound in Oct4/Sox2-shared sites. To verify this finding, we downloaded publicly available ATAC-seq data where Sox2 and Oct4 were overexpressed alone or in pairs by two different laboratories^5,42^. Data from both studies revealed a stronger increase in chromatin accessibility when Sox2 is expressed alone (S) as compared to Oct4 alone (O) expression. We performed an analogous analysis with data from the Oct4^defSox2^-SK condition and observed a stronger ATAC-seq signal for Sox2 only over Oct4^defSox2^-only bound sites and a further elevated accessibility at Oct4^defSox2^/Sox2-shared sites (Supplementary Fig. 5D–F). Thus, we conclude that Sox2 appears to be a better facilitator of chromatin accessibility changes than Oct4. Nevertheless, Oct4 augments chromatin opening concurrently with Sox2.

### Oct4^defSox2^ impedes chromatin opening at SoxOct motifs

We next sought to uncover differences between Oct4/Sox2 and Oct4^defSox2^/Sox2 co-bound locations. Accessibility changes at Oct4/Sox2-shared and Oct4^defSox2^/Sox2-shared sites correlate with binding in the two samples indicative of a direct causal relationship between binding and an increase in accessibility (Fig. 4f). Oct4^defSox2^ (but not co-expressed Sox2) remains bound at Oct4/Sox2-shared sites and Sox2 (but not co-expressed Oct4) remains bound at Oct4^defSox2^/Sox2-shared sites (Fig. 4f). The overlap between co-bound Oct4^defSox2^/Sox2 and Oct4/Sox2 locations is low (Fig. 4g). Oct4^defSox2^ has been designed to inhibit DNA-dependent heterodimerisation with Sox2 in the context of canonical SoxOct element, but not when the half-sites are arranged differently (i.e., if the spacing is increased^24^). Consistently, motif analysis revealed that only 10% of Oct4^defSox2^/Sox2-shared locations have matches to the canonical SoxOct motif compared to 40% Oct4/Sox2 co-bound locations (Fig. 4h). This suggests that Oct4^defSox2^ interferes with Sox2 mediated chromatin binding and opening in the context of the SoxOct motif (Fig. 4i).

To further test this hypothesis, we first categorized genomic locations according to occupancy patterns using ChIP-seq peaks for Oct4, Oct4^defSox2^, and Sox2 at day 1 and then inspected ATAC signals at day 1 across these categories (Supplementary Fig. 6A–C). We found elevated chromatin accessibility at sites bound by Sox2 compared to sites where it is not bound (Supplementary Fig. 6B–D). At sites co-bound by Oct4 and Oct4^defSox2^, the ATAC-seq signal is stronger in the Oct4 condition compared to the Oct4^defSox2^ condition whether or not Sox2 is present. Second, we inspected sites with a putative role in pluripotent cells and defined Oct4 bound sites that are closed in MEFs but open in ESCs. We split this set into sites with matches to the canonical SoxOct motif and sites lacking SoxOct motif (Supplementary Fig. 7A). We found find that opening at these sites is compromised in the Oct4^defSox2^ condition in the subset of sites with SoxOct motifs (Supplementary Fig. 7A–B). At sites lacking SoxOct motifs, the difference in opening between Oct4 and Oct4^defSox2^ conditions is less profound. Singly expressed Sox2 (S) shows a stronger accessibility increase than singly expressed Oct4 (O) or Klf4 (K) at sites with and without SoxOct motifs. The combination of Sox2 and Oct4 (OS) markedly increased accessibility (Supplementary Fig. 7A–D).

Sites with SoxOct motifs are most likely critical for conducive reprogramming. Oct4^defSox2^ targets SoxOct sites and mitigates accessibility changes facilitated by Sox2 at these locations, but not at alternative sites with a different *cis*-regulatory architecture (Fig. 4i). In contrast, Oct6-SK opens SoxOct locations reminiscent to Oct4-SK and differences only become apparent for a subset of pluripotency enhancers at later reprogramming stages (Supplementary Fig. 7E–G).

### Oct4/Sox2 heterodimers are critical for persistent binding

We further asked if the DNA motifs affect the initial Oct4/Oct4^defSox2^ recruitment and persistence of binding. Oct4^defSox2^ binds to many SoxOct sites also bound by Oct4 at day 1 (Fig. 2a, Supplementary Fig. 8A). We focused on sites constitutively bound by Oct4 (110, 111) and observed that Oct4^defSox2^ effectively targets them at day 1 regardless of motif signatures (Fig. 5a, Supplementary Fig. 8B). However, by day 5 virtually all Oct4^defSox2^ binding to SoxOct sites is lost, whilst residual binding to MORE sites persists (Fig. 5a). Sox2 effectively co-targets constitutively bound SoxOct sites in the presence of Oct4 but not in the presence of Oct4^defSox2^ (Fig. 5a). Similarly, Oct4^defSox2^ is unable to target SoxOct and sites devoid of POU motifs (none) in the Oct4 010 and 011 trajectories but retains some binding to MORE locations (Fig. 5b, Supplementary Fig. 8C). We next explored the occupancy of Oct4 and Oct4^defSox2^ at sites containing SoxOct elements that were identified in Sox2 ChIP-seq data in Oct4-SK condition at days 1 and 5 (Fig. 5c). At day 1, Oct4^defSox2^ effectively occupies these sites whilst the signal for co-expressed Sox2 was depleted. Yet, at day 5 only Oct4 showed co-occupancy with Sox2 in Oct4-SK condition but Oct4^defSox2^ was not bound at these sites which now showed elevated signals for co-expressed Sox2 (Fig. 5c–d). We conclude that early Oct4 binding does not rely on heterodimer formation with Sox2, but it is critical for persistent binding and recruitment to sites at later stages of reprogramming.

**Fig. 5:**
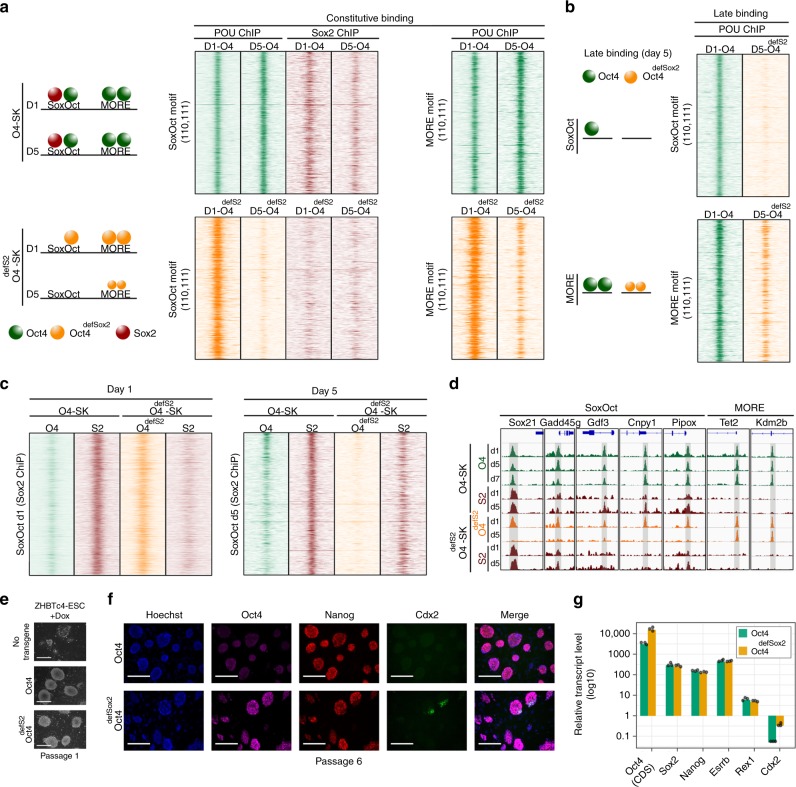
Oct4^defSox2^ targets pluripotency enhancers but eventually derails. **a** Heat maps of ChIP-seq reads at days 1 and 5 for Oct4, Oct4^defSox2^ and Sox2 in Oct4-SK (top panels) or Oct4^defSox2^-SK (bottom panels) cocktails centered at Oct4 constitutively bound occupancy trajectories (‘110’ and ‘111’) containing SoxOct motifs (left panels) or MORE motifs (right panel). A cartoon on the left summarizes the results. **b** ChIP-seq reads at day 5 for Oct4 and Oct4^defSox2^ for Oct4 late bound occupancy trajectories ‘010’ and ‘011’ at SoxOct (top) or MORE (bottom) locations. **c** Heatmap of Oct4, Oct4^defSox2^ and Sox2 ChIP-seq signals at days 1 and 5. Rows are Sox2 ChIP-seq peaks called in the Oct4-SK condition containing SoxOct motifs at day 1 (left panel) and day 5 (right panel). ChIP-seq signal heatmaps in **a**, **b** and **c** are normalized using EAseq (DNA fragments per kilobase pairs (kbp) per million (M) reads) and shown for 2 kb genomic intervals centered on midpoints or motifs. **d** Genome browser tracks of selected Oct4, Oct4^defSox2^ and corresponding Sox2 ChIP-seq peaks are shown at different days of reprogramming. The nearest genes and motif under the peaks are mentioned on the top. Genomic coordinates for the summits are listed in Supplementary Table 4. **e** Phase-contrast images of conditional *Oct4*-knockout ZHBTc4^43^ ESCs rescued with wild-type Oct4 or Oct4^defSox2^ after culturing for 6 days in the presence of Dox (passage 1). Scale = 100 μm. **f** Fluorescence images of ZHBTc4 ESCs rescued with wild-type Oct4 or Oct4^defSox2^ after 6 passages in the presence of Dox. Scale = 100 μm. The antibodies list is in Supplementary Table 11. **g** qRT-PCR analysis of selected gene expression of ZHBTc4 ESCs rescued with wild-type Oct4 or Oct4^defSox2^ after 6 passages in the presence of Dox. The expression is relative to untransduced control induced with Dox for 7 days. *Rpl37a* was used as a house keeping gene. Individual data points are shown as black jitter plots (*n* *=* 3, technical replicates). The primers for Oct4 CDS (coding DNA sequence) and other markers are mentioned in Supplementary Table 10 and Source data are provided as a Source Data file

### Oct4 does not require co-bound Sox2 to maintain pluripotency

To elucidate the importance of Oct4/Sox2 heterodimers in the maintenance of pluripotency, we used ZHBTc4 ESC line carrying an *Oct4* transgene under the control of a tet-off promoter^43^. The addition of Dox leads to the depletion of the Oct4 protein after 24 h and trophectodermal differentiation (Fig. 5e). The exogenous introduction of Oct4 but not of Oct6 rescues pluripotency^14,16^. Surprisingly, Oct4^defSox2^-expression could also rescue the maintenance of pluripotency (Fig. 5e, Supplementary Fig. 8D). ESCs expressing Oct4^defSox2^ could maintain high expression levels of pluripotency markers, such as *Sox2, Nanog*, *Esrrb*, and *Rex1* even after 6 passages (Fig. 5f–g, Supplementary Table 10) indicating that the Oct4-Sox2 interaction might not be critical for pluripotency maintenance. However, in an analogous assay for Sox2, Sox2 mutants deficient in the DNA-dependent dimerization with Oct4 cannot rescue pluripotency^28^. This suggests that in the context of ESCs where Oct4 most likely binds already accessible targets, Oct4 alone is able to maintain an undifferentiated state. This is consistent with a report that Sox2 knockout ES cells could be rescued by the elevated expression of Oct4^44^. Oct4^defSox2^ showed a higher transgene expression than cells expressing Oct4 (Fig. 5f–g). This indicates that in the absence of Oct4-Sox2 dimers, Oct4^defSox2^ is required at a higher dosage than Oct4 for pluripotency maintenance. Yet, Oct4^defSox2^ is a less potent suppressor of the trophectoderm lineage as indicated by elevated *Cdx2* expression and occasional Cdx2 + cells (Fig. 5f–g). We conclude that Oct4 is more critical than Sox2 in maintaining pluripotency and at elevated expression levels Oct4 alone can substitute for Oct4/Sox2 heterodimers.

### Oct6 binds loci without enhancer activity in ESCs

To further delineate the reason for the non-redundant functions of Oct4 and Oct6, we defined fifteen occupancy groups for the binding patterns of Oct4 and Oct6 at reprogramming days 1 and 5 (Fig. 6a, Supplementary Data 2). Oct4 and Oct6 target a large set of genomic locations that are not shared (1000, 0010 where the first two digits indicate Oct4 binding (1) or absence (0) at days 1 or 5 and last two digits absence/presence of Oct6). The set of sites uniquely and transiently bound by Oct6 at individual days (0010, 0001) are depleted of known POU motifs but sites persistently bond by Oct6 are enriched for MORE motifs (Fig. 6b).

**Fig. 6:**
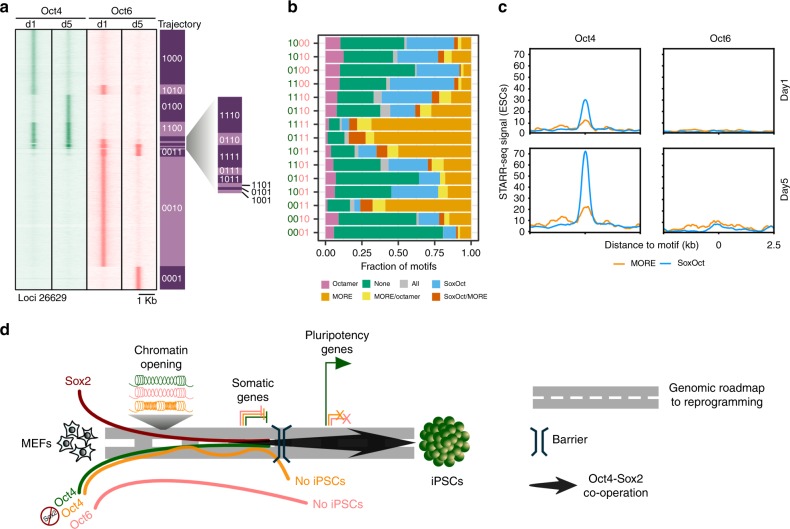
Oct6 binds to alternative targets and avoids pluripotency enhancers. **a** Comparison of Oct4 (green color) and Oct6 (salmon color) ChIP-seq signals at days 1 and 5 of reprogramming. Rows are 15 occupancy trajectories defined by the presence or absence of Oct4 or Oct6 peaks at day 1 or 5 (1 = binding, 0 = absence of binding). The summits were merged if they were within 100 bp. Genomic locations are provided in Supplementary Data 2. **b** Fraction of POU motifs mapping to binding sites in each of the occupancy trajectories. **c** Read pileup plots of STARR-seq signal (enhancer activity) in ESCs at Oct4 (left) and Oct6 (right) binding sites at days 1 (up) and 5 (bottom) of reprogramming containing either SoxOct or MORE motifs. **d** Model for unique and dispensable roles of Oct4 at different stages of somatic cell reprogramming

We next compared the co-binding of Oct6 or Oct4 with Sox2 in exclusive binding categories (1000, 0010, 1100, and 0011) and early shared binding (1010). Overall, Oct6 sites showed a weaker signal for Sox2 occupancy than Oct4 sites (Supplementary Fig. 9A) except for a subset of sites shared by both Oct4 and Oct6 at day 1 of binding (1010; Supplementary Fig. 9A). Sox2 peaks with matches to SoxOct motifs (when co-expressed with Oct4 or Oct6), had stronger Oct4 signals than Oct6 (Supplementary Fig. 9B–C).

In order to identify enhancers in ESCs, we performed STARR-seq (Self-transcribing active regulatory region sequencing)^38^ assay containing regions of open chromatin isolated by formaldehyde-assisted isolation of regulatory elements (FAIRE)^45^. The STARR-input library showed a good correlation with DNase-seq (DNase I hypersensitive sites sequencing) performed in E14 ESCs^46^ with 59% overlapping peaks (Supplementary Fig. 9D-E). The analysis for the overlap between STARR-seq regions occupied by Oct4 in ESC shows that around 50% (18,066) of Oct4 bound sites are covered by the STARR-input library and 1940 (11%) of these showed an overlap with active STARR-seq enhancers (Supplementary Fig. 9F).

We next analyzed the ESC enhancer activity of loci bound by Oct4 and Oct6 at days 1 and 5 containing either SoxOct or MORE motifs. We found that the representation in the STARR-seq library was higher for Oct4 bound regions (18% at day 1, 30% at day 5) than for Oct6 bound regions (9 and 14% for days 1 and 5, respectively; Supplementary Fig. 9G-H). Moreover, for Oct4 bound regions covered by the STARR-seq library, we found robust enhancer activity for SoxOct motifs and lower activity for MORE motifs (Fig. 6c, Supplementary Fig. 9H). The enhancer activity was highest for sites occupied at day 5, when cells gradually become more similar to ESCs. In contrast, Oct6 bound regions represented in the STARR-seq library are virtually devoid of enhancer activity, indicating that most of the Oct6 binding does not occur at ESCs enhancers. Despite the similar ability of Oct4-SK and Oct6-SK conditions to open chromatin, the genomic binding profiles of Oct4 and Oct6 are different. Oct6 binds regulatory regions that are not required for reprogramming and are without enhancer activity in ESCs.

## Discussion

In this study, we dissected the temporal dependencies of pluripotency reprogramming on chromatin binding, opening and gene regulation by Sox2 and Oct4. To gain detailed molecular insights into this process, we collected reference data by replacing Oct4 with two incapacitated POU factors, Oct6 and Oct4^defSox2^. At day 1, the binding profile of Oct6 is distinct from Oct4 whilst accessibility changes particularly at Oct4-bound sites are similar (Fig. 6d). Yet the binding profile of the mutant Oct4^defSox2^ resembles Oct4 but chromatin opening at SoxOct motifs is hampered. Sites with increased accessibility in the Oct4^defSox2^-SK condition are enriched for single (non-composite) Sox motifs. This suggests that Oct4^defSox2^ impedes accessibility changes in the context of the composite SoxOct element but it does not inhibit opening per se. Rather, Oct4^defSox2^ perturbs the sequence of chromatin dynamics by interfering with Sox2 binding (or binding by endogenous Sox factors) on SoxOct elements. This might in turn cause Sox factors to bind ectopic sites. Sox2 alone can facilitate chromatin opening but Oct4 by itself has a limited potency to bring about accessibility changes (Fig. 4e). However, Oct4 can augment the chromatin opening by Sox2. Likewise, Oct4 binds to only a small fraction of active ESC enhancers at days 1 and 5 of reprogramming. This indicates that Oct4 does not engage pluripotency genes on-target and could explain why iPSC generation is rather slow and inefficient. Surprisingly, Oct4/Sox2 dimerization does not appear to be required for the initial target search of Oct4. Oct4^defSox2^ can occupy many genomic locations similar to Oct4 at the onset of reprogramming (Fig. 3b). Evidently, Oct4^defSox2^ is permitting transcriptional responses and exhibits binding patterns that correlate with aspects of Oct4-driven reprogramming. The uniqueness of Oct4 becomes evident at later stages of reprogramming. Due to its inability to partner with Sox2; Oct4^defSox2^ will eventually fail to induce pluripotency (Fig. 6d). The dependence of the activation of the pluripotency network on Oct4/Sox2 heterodimers suggests that this heterodimer fulfills a role analogous to a lineage guardian without which faithful lineage specification from a plastic intermediary state cannot occur^47^. Whilst Oct4^defSox2^ is incapable of inducing pluripotency, it was still found to retain the ability to maintain pluripotency. This indicates that the Oct4/Sox2 partnership is more important to induce the pluripotency than for its maintenance.

In the Oct6-SK condition, we observed an increased accessibility at ATAC-seq peaks marked by MORE or octamer motifs (Fig. 4a). Apparently, in addition to permitting opening at peaks containing SoxOct elements reminiscent to the Oct4-SK conditions, the Oct6-SK condition leads to additional opening presumably by the direct binding of Oct6. Therefore, our study does not support a model whereby Oct4 acquired unique features enabling it to act as pioneer factor in comparison to Oct6. Bulk gene expression profiles suggest that Oct4 is not required to silence somatic genes. The initial gene expression response appeared rather similar for all tested cocktails with one notable exception. Oct6-SK appears to counteract epithelialization demonstrated by a muted upregulation of E-cadherin compared even to the two-factor SK conditions. As Oct6 mostly vacates Oct4 bound regions and prefers alternative binding elements (MORE) it is unlikely that it directly antagonizes Klf4, the key driver of the epithelial program^36,48^. We surmise that the restriction of the MET by Oct6 occurs indirectly through pathways that remain to be uncovered rather than by a direct competition with Klf4.

We show that Sox2 is critical for facilitating chromatin state changes, Oct4-Sox2 heterodimers are essential for the activation of pluripotency genes and Oct4 is the key factor for pluripotency maintenance (Fig. 6d). The initial cellular response to the overexpression of exogenous TFs appears to be dominated by binding that is not directly associated with reprogramming. Subtle modifications to the factor composition and specific mutations to reprogramming TFs can lead to drastically different outcomes of reprogramming experiments. We envisage this insight can be exploited to re-design TFs by protein engineering to improve reprogramming, transdifferentiation and forward programming for the fast and efficient generation of cells for regenerative medicine^49^. Understanding the sequence-structure-function relationships of reprogramming factors could enable to devise “one for all” factor libraries that would allow to screen and select a suitable mix of engineered TFs for any donor-target cell combination.

## Methods

### Cell lines and culture conditions

Mouse embryonic fibroblasts (OG2-MEFs, Jackson laboratory, #004654) derived from E13.5 embryos carrying the *Oct4* promoter driven *GFP* transgenic allele^34,50^ were obtained from the core animal facility at GIBH. Animal care and experimental protocols were approved by the Guangzhou Institutes of Biomedicine and Health Ethical Committee. OG2-MEFs were maintained in high glucose Dulbecco’s modified Eagle’s medium (DMEM 4.5 g per L D-glucose, Thermo Fischer Scientific) supplemented with 10% fetal bovine serum (FBS, Natocor, #SFBE), 1× GlutaMax (Thermo Fischer Scientific #35050061), non-essential amino acids (1× NEAA, Thermo Fischer Scientific, #11140050). Retrovirus producing Plat-E cells^51^ were maintained in DMEM containing 10% FBS. iPSCs were generated using the chemically defined iCD1 medium^33^. All the cells were cultured at 37 °C with 5% CO_2_.

### Retrovirus infection and iPSCs induction

Retroviral infection was performed as described^33,42^ with some modifications. Briefly, Plat-E cells^51^ were seeded at 6–7 × 10^6^ cells per 100 mm dish and cultured overnight followed by incubation with 10 μg of each of the three individual pMX based retroviral vectors along with 40 μg transfection reagent polyethyleneimine (PEI, Polysciences, #23966) dissolved in 1 mL Opti-MEM medium (Thermo Fischer Scientific, #31985070). Sox2 and Klf4, as a part of 3-F cocktail, were common in all samples while the 3^rd^ factor was Oct4, Oct6, Oct4^defSox2^ (Oct4^I21Y/D29R^), Oct4^S151M^, Oct6^M151S 14^, or pMX-GFP. The volume was adjusted to 10 mL with DMEM + 10% FBS. The medium was changed within 10–14 h with fresh DMEM supplemented with 10% FBS, 1× GlutaMax and 1× NEAA. Virus containing supernatants were collected after 48 and 72 h, cleared with 0.45 μm filters (Millipore) and polybrene (Sigma, #40804ES76) was added to a final concentration of 8 μg per mL. OG2-MEF cells (3000–3500 cells per cm^2^) were cultured in 12 well dishes and transduced with 0.5 mL viral supernatant or using 100 mm dishes and 6 mL of each viral supernatant. After two infections at an interval of 24 h, the viral supernatants were replaced with iCD1 medium. The time point of change into iCD1 medium was defined as day 0 post-transduction (dpt). The cells were imaged on a regular basis with Axio Vert A1 microscope (Zeiss) and whole-well scans were taken at day 8 of reprogramming using an ImageXpress Micro XLS confocal High-Content Imaging System (Molecular Devices).

### Preparation of cytoplasmic and nuclear extracts

MEF cells and reprogramming cells (3 × 10^6^ cells) were collected by trypsinisation at 0, 1, 3, and 5 days post transduction with retroviruses and washed twice with 1× PBS (Phosphate-buffered saline, Thermo Fischer Scientific, #14200–075). The outer cell membranes were lysed by incubation in 120 µL cytoplasmic extraction (CE) buffer (10 mM HEPES, 10 mM KCl, 0.1 mM EDTA, 1% IGEPAL CA-630, pH 7.9, freshly added protease inhibitor cocktail) for 15 min on ice and periodical vortexing. The lysate was centrifuged at 14,000 rpm for 5 min at 4 °C and the supernatant (cytoplasmic fraction) was carefully transferred into a new micro-centrifuge tube. The remaining pellet was washed once with CE wash buffer (10 mM HEPES, 10 mM KCl, 0.1 mM EDTA) and subsequently resuspended and incubated in 120 µL nuclear extraction (NE) buffer (20 mM HEPES, 0.4 M NaCl, 0.1 mM EDTA, 25% Glycerol, pH 7.9, 1% SDS) for 40 min on ice, with vortexing every 10 min for 10 s. The lysate was centrifuged at 14,000 rpm for 10 min at RT and the supernatant (nuclear fraction) was transferred into a new micro-centrifuge tube.

### Fluorescent western blot

Cytoplasmic and nuclear fractions of OG2-MEF cells and reprogramming cells (Oct4, Oct6, and Oct4^defSox2^; each on days 0, 1, 3, and 5) were used to perform western blots. SDS-PAGE sample loading buffer was added and samples were heated for 5–10 min at 90 °C and loaded onto SDS-polyacrylamide gel (stacking gel: 5% acrylamide, 125 mM Tris-HCl pH 6.8, 0.1% SDS, 0.1% APS, 0.15% TEMED; resolving gel: 12% acrylamide, 390 mM Tris-HCl pH 8.8, 0.1% SDS, 0.1% APS, 0.06% TEMED) and electrophoresed at 100 V for 120 min in SDS running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS). Transfer was performed using Trans-Blot SD Semi-Dry Transfer Cell (Biorad) at 18 V for 60 min using PVDF membranes and transfer buffer (25 mM Tris, 192 mM glycine, 10% ethanol). The membrane was blocked in blocking buffer [PBS-T (Phosphate buffered Saline tween-20; 3.2 mM Na_2_HPO_4_, 0.5 mM KH_2_PO_4_, 1.3 mM KCl, 135 mM NaCl, 0.05% Tween-20, pH 7.4.) with 5% skinny fat milk] for 60 min and shaking at room temperature. Oct4, Oct6, and Actin antibodies were used at a concentration of 0.4 µg per mL in PBS-T with 5% BSA and the membrane was incubated overnight with rocking at 4 °C. On the next day, the membrane was washed three times for 10 min in 1× PBS-T. Multiplexed IRDye secondary antibodies (LI-COR) were used at a dilution 1:10,000 in 10 mL PBS-T with 5% BSA and the membrane was incubated for 60 min at room temperature. After washing with 1× PBST, the signals were detected using the 700 nm and 800 nm channels of the Odyssey CLx imaging system (LI-COR). List of antibodies used in this study are in Supplementary Table 11.

### Electrophoretic mobility shift assays (EMSAs)

EMSAs were performed using 5’ Cy5-labeled-dsDNA (Supplementary Table 5) as described previously^26^. Complimentary strands of DNA probes were annealed in equimolar concentration using 1× annealing buffer (20 mM Tris–HCl, pH 8.0; 50 mM MgCl_2_; 50 mM KCl) by heating to 95 °C for 5 min followed by decreasing to 4 °C with a ramp-rate of 1 °C per min. Protein-DNA binding reactions were performed for 1 h in the dark at 4 °C in 1× EMSA buffer (20 mM Tris-HCl pH 8.0, 0.1 mg per mL bovine serum albumin, 50 mM ZnCl_2_, 100 mM KCl, 10% (volume by volume) glycerol, 0.1% (volume by volume) igepal CA630 and 2 mM β-mercaptoethanol). A 12% native 1× Tris-glycine (25 mM Tris pH 8.3; 192 mM glycine) polyacrylamide gel was pre-run at 100 V for 30 min at 4 °C. The protein-DNA complexes were separated at 4 °C for 30 min at 200 V. Cy5-labeled DNA bands were imaged using a Typhoon FLA7000 laser scanner.

### STARR reporter and STARR-seq assay

Cloning: Reporter plasmids were generated by cloning either gBlocks (IDT) or fragments obtained by nested PCR from genomic ESC DNA into the STARR-seq screening vector (Addgene #71509^38^) using In-Fusion® HD Cloning Kit (Takara, Clontech). The DNA fragments used in reporter assays are listed in Supplementary Table 8. DNA fragments with described enhancer function in response to activation by the Glucocorticoid receptor, which is not expressed in stem cells, served as negative controls (nc1–3) for reporter activation and to assess basal promoter activity. The STARR-seq library containing DNA fragments isolated by formaldehyde assisted isolation of regulatory elements (FAIRE)^45^ from E14 mouse ESC was obtained following the protocol described in ref. ^38^. Reporter assays: To analyze individual reporter constructs, E14 mouse ESCs were cultured on gelatin-coated plates at a density of 2.5 × 10^4^ cells per well of a 24 well plate with ESC medium supplemented with 20% FBS and LIF (prepared in-house). The next day, cells were washed with 1 mL PBS and fresh 400 μL ESC medium was added. In addition, 100 μL transfection media containing 1 μg STARR (self-transcribing active regulatory region) plasmid constructs^38^, 0.8 μL lipofectamine 2000 (Invitrogen) in opti-MEM medium was added to each well. Cells were collected after 24 h of transfection for FACS and qPCR analysis. For qPCR, RNA was isolated using the Qiagen RNeasy minikit. For cDNA synthesis, 500 ng RNA was used with gene-specific primers (GFP and Rpl19; Supplementary Table 6) using Takara PrimeScript RT reagent kit with following cycle conditions, 42 °C for 30 min, 85 °C for 5 s, 4 °C for storing. Reporter expression was quantified by qPCR specific for GFP and normalized to housekeeping gene (Rpl19) expression (primers in Supplementary Table 7). To test the DNA fragments obtained by FAIRE for their enhancer activity, 5 × 10^6^ E14 ES cells were transfected with 5 μg of the plasmid library using a Nucleofector^TM^ 2b device (Lonza) with the Mouse ES Cell Nucleofector Kit (VAPH-1001, Lonza). For each biological replicate, 4 individual transfections were performed and subsequently combined for RNA isolation using the RNeasy Midi kit (Qiagen) 16 h after transfection. The polyA RNA fraction was enriched using Dynabeads Oligo(dT)_25_ (Invitrogen), residual DNA was digested using Turbo DNase (Invitrogen) and finally RNA as cleaned-up with Agencourt RNAClean XP beads (Beckman Coulter).

### Real-time quantitative reverse transcription PCR

MEF cells and reprogramming cells were washed once with PBS and lysed by the addition of TRIzol reagent with incubation of 5 min at room temperature. Chloroform (0.2 mL per 1 mL TRIzol) was added to samples and shaken vigorously for 15 s and incubated for 2–3 min at room temperature. The mixtures were centrifuged at 12,000×*g* for 15 min at 4 °C to separate them into three different phases. The upper aqueous phase was transferred into a new micro-centrifuge tube. An equal volume of 70% ethanol was added and vortexed. The samples were cleaned and eluted using PureLink RNA Mini Kit (*Ambion*) according to the manufacturer’s instructions. cDNA synthesis was done using the ReverTra Ace qPCR RT Master Mix (*Toyobo*). qPCR reactions were conducted using the CFX96 system (Bio-Rad) and iTaq™ Universal SYBR Green Supermix (BioRad, #172–5121) in biological triplicates, each performed in technical triplicates, with a template amount of 100–150 ng cDNA for each reaction. The ΔΔC_T_ method^52^ was used to analyze the cycle threshold (C_T_) values. We used *Actin* (Supplementary Fig. 4A) or *Rpl37a* (Fig. 5g) as reference genes and, respectively, MEFs (passage 1) or ZHBTc4-ESCs cultured with Dox for 7 days as calibrator samples.

### ChIP-sequencing

Reprogramming cells (7.5–10 × 10^6^ per sample) were collected by trypsinisation at 1, 5, and 7 dpt and washed twice with PBS (Thermo Fischer Scientific, #14200–075). Cells were resuspended in PBS at a density of 5 × 10^5^ per mL and then chemically crosslinked by the addition of 1% formaldehyde (Thermo Fischer Scientific, #28908) for 10 min at room temperature with gentle rotation. Crosslinking was stopped by the addition of glycine (Sigma, #G8790) to a final concentration of 125 mM for 5 min at room temperature. Cells were washed twice with 10 mL cold PBS and lysed in 10 mL Lysis Buffer 1 (150 mM NaCl, 0.5% NP40; 1 mM EDTA, 10% glycerol, 0.25% triton-X100, freshly added complete proteinase inhibitor cocktail) in 15 mL tubes at 4 °C for 10 min with gentle rocking. The lysate was centrifuged for 10 min at 1350 × *g* at 4 °C. The supernatant was discarded and the pellet was resuspended in 10 mL lysis buffer 2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, protease inhibitor) and incubated at 4 °C for 10 min. The procedure was repeated using 10 mL lysis buffer 3 (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.0, protease inhibitor) and 10 min rocking at RT. Nuclei were collected by centrifugation and washed twice with sonication buffer (10 mM Tris-HCl, pH 8.0, 0.5 mM EDTA, protease inhibitor) and finally resuspended in sonication buffer. Samples were sonicated using a Covaris S220 device with default settings to obtain DNA fragments with a length from 150 to 500 bp using 130 μL microTUBEs (Covaris, #520045) for 5–8 cycles with 30 s ON and 60 s OFF. 10% Triton-X 100 (Sigma, #T8787) was added and the lysate was centrifuged at high speed (20,000 × *g* for 10 min at 4 °C). 1 by 10th of the supernatant was stored as input control. ChIP was performed in an automated fashion using the IP-Star compacted automated system (Diagenode) using 10 μg ChIP-grade antibodies (Supplementary Table 11) for Oct4 (Santa Cruz Biotechnology, # Sc-8628X), Oct6 (Santa Cruz Biotechnology, # Sc-11661X) or 10 μg Sox2 (Santa Cruz Biotechnology, # sc-17320 X or Cell Signaling Technology, #2748 s) and 50–100 μL protein G Dynabeads (Thermo Fischer Scientific, #10004D). The coupling time for beads and antibody was 5 h followed by incubation with lysate for 15 h at 4 °C. Automated wash steps of 10 min at 4 °C were performed in the following order: low salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS 1% TritonX-100, 2 mM EDTA, 150 mM NaCl), high salt buffer (20 mM Tris-HCl pH 8.0, 0.1% SDS 1% TritonX-100, 2 mM EDTA, 500 mM NaCl), LiCl buffer (500 mM LiCl, 50 mM Tris-HCl pH 8.0, 2 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate), TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA) with final elution in 10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% SDS buffer. The eluted chromatin and input samples were reverse‐crosslinked by overnight incubation at 65 °C. Samples were treated with RNaseA (0.2 mg per mL final concentration, Sigma, #R6513) at 37 °C for 2 h followed by proteinase K (0.2 μg per mL final conc., Thermo Fischer Scientific, #25530–049) at 55 °C for 3 h. DNA was extracted by phenol:chloroform:isoamyl alcohol (25:24:1, (Fluka, #77617) and phase separated using heavy phase-lock tubes (TianGen, #WM5–2302831) by centrifugation at 10,000 rpm for 10 min at RT and precipitated with 100% ethanol and 20 μg per μL glycogen (Roche, #901393) as co-precipitant. The precipitate was washed with 80% ethanol and finally eluted in 20 μL water. DNA concentration was determined using Qubit dsDNA HS assay kit (Thermo Fischer Scientific, # Q32856).

### RNA-sequencing

Reprogramming cells with cocktails containing SK along with either of the following factors Oct4, Oct6, Oct4^defSox2^, and GFP were washed twice with 1× PBS and collected by adding 250 μL TRIzol (Thermo Fisher Scientific, #12183555) per well of a 12 well plate at days 0, 1, 3, 5, 8 in replicates. In addition, MEF cells were also collected. Total RNA was isolated and used for library constructions with TruSeq Nano RNA sample prep kit (Illumina). Sequencing was carried out on the Illumina HiSeq 2500 (Illumina). Each library was paired-end with a 150 bp read length. Both RNA and ChIP sequencing were carried out at Wuxi Next Code (https://www.wuxinextcode.cn/) and reads were provided in fastq format for data analysis.

### Assay for transposase-accessible chromatin using sequencing

ATAC-seq was performed in replicate following this protocol^40,53^. Briefly, 50,000 cells (reprogrammed with Oct4-SK, Oct6-SK and Oct4^defS2^-SK retroviruses) were collected at days 1 and 5 of reprogramming and processed by Annoroad Gene Technology (http://en.annoroad.com/). Briefly, cells were washed once with 50 μL of cold PBS; centrifuged at 500 × *g* for 5 min at 4 °C and cell pellets were resuspended in 50 μL cold ATAC lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) by slowly pipetting up and down and immediately spun down at 500×*g* for 10 min at 4 °C to collect nuclei. Nuclei were washed in 1× PBS and subsequently re-suspended in 50 μL transposition reaction mix (25 μL 2× TD reaction buffer, 22.5 μL nuclease-free water, 2.5 μL Tn5 transposase) of Nextera DNA library preparation kit (Illumina, FC-121–1030). Samples were incubated at 37 °C for 30 min and DNA was isolated using minElute Kit (Qiagen). The transposed DNA was then amplified with custom primers as described for 1 cycle of 72 °C for 5 min, 98 °C for 30 s followed by 5 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min. To determine the suitable number of cycles required for the next round of PCR, the library was assessed by quantitative PCR as described in ref. ^53^. Libraries were analyzed using the Bioanalyser high sensitivity DNA analysis kit (Agilent) followed by paired-end sequencing with the length of 150 nucleotides.

### Pluripotency maintenance assay

ZHBTc4 ESCs are engineered tet-off cells with conditional repression of *Oct4* in the presence of doxycycline (Dox), allowing to test the *Oct4*-knockout rescuing ability by exogenously provided factors^43^. The addition of Dox leads to the removal of the Oct4 protein after 24 h and trophectodermal differentiation. The introduction of exogenous wild-type Oct4 with a constitutive EF1α promoter rescues pluripotency in the presence of Dox. ZHBTc4 ESCs were cultured in the absence of Dox in ESC medium (high-glucose DMEM medium (Life Technologies) supplemented with 15% KSR, 2% FCS, 1% Glutamax, 1% NEAA, 1% penicillin-streptomycin, 1% β-mercaptoethanol, and 20 ng per mL human recombinant LIF (purified in-house at the Max Planck Institute for Molecular Biomedicine) were split on gelatin-coated dish and simultaneously infected with non-concentrated lentiviral pLVTHM-Oct4 or pLVTHM-Oct4^defSox2^ under constitutive EF1α promoter. After 48 h of infection, the cells were washed with PBS and split on C3H mitotically inactivated feeder cells in ESC medium in the presence of 2 μg per mL Dox (Sigma, #D9891). The cells were imaged after 6 days of culture (passage 1), and consequently passaged every 3–4 days in the presence of feeders, in 1 to 50 or 1 to 10 density for wild-type Oct4 or Oct4^defSox2^, respectively. For RNA preparation for the qPCR experiment, the cells were passaged on gelatin-coated plates with no feeders in the presence in 2i medium [3 µM CHIR99021 (Selleck; #S2924), 1 µM PD0325901 (Selleck; #S1036)^54^]. For immunostaining, 1.6 × 10^4^ cells per well were passaged in a 24 well plate with C3H feeders, cultured in ESC medium supplemented with 2 μg per mL Dox for 3 days. Briefly, cells were fixed with PFA, permeabilised with 0.1% TritonX100, blocked with 5% BSA, incubated with primary antibodies overnight, washed with PBST, and incubated with donkey anti-mouse, anti-rat, and anti-goat Alexa-fluorophore-conjugated secondary antibodies for 1 h (Supplementary Table 11).

For alkaline phosphatase (AP) staining, the passage 1 rescued cells (after 6 days of Dox treatment), were fixed with paraformaldehyde (PFA) and stained with fast red pre-mixed with naphtol (Sigma; 855–20 mL).

### Flow cytometry

MEFs and reprogramming intermediates at days 3, 5, and 8 were dissociated with trypsin. Cells were collected by centrifugation at 300 × *g* for 5 min and kept on ice hereafter in polystyrene test tubes (12 × 75 mm, non-sterile). Cells were washed twice with 1 mL FACS buffer (1× PBS, 5% fetal bovine serum, 20 mM HEPES pH 7.2–7.5). Cells were resuspended and blocked in blocking buffer (FACS buffer containing 5% normal mouse serum (Gemini bio-products, #100–113)) at a density of 1 × 10^6^ cells per 100 µL and pre-incubated on ice for at least 10 min. Cdh1 antibody (Thermo Fisher Scientific, #50−3249−82; 0.5 μg per sample, Supplementary Table 11) or Mouse IgG1, κ Isotype Control (BD biosciences, #555746; 5 μg per sample) was added directly to cells in blocking buffer and incubated for 20–25 min in dark on ice. The unbound antibodies were washed twice with 1 mL of cold FACS buffer. DAPI (BD biosciences, #564907) was used to exclude dead cells. Cells were passed through a 40 μm cell strainer (Corning, # CLS431750–50EA) before analysis on LSRFortessa machine (BD biosciences). The gating strategy is shown in Supplementary Fig. 2B. Analysis was done with the FlowJo V10 software.

### Immunocytochemistry

Cells reprogrammed with Oct4-SK were washed three times with PBS (1×) and fixed with 4% paraformaldehyde for 15 min at room temperature. Cells were permeabilised by incubation with 0.2% Triton X-100 for 15 min in 1× PBS at room temperature. The permeabilised cells were washed twice with 1× PBS and blocked with 5% BSA in 1× PBS for 1 h. Cells were incubated with primary Nanog antibody (Novus; #NB100–58842, 1:500, Supplementary Table 11) at 4 °C overnight. Cells were washed three times with 1× PBS and incubated with Alexa Fluor 594 Donkey anti-Rabbit IgG (H + L) secondary antibody (Invitrogen; #A21207, 1:1000) in the dark at room temperature for 1 h. Cells were washed three times with 1× PBS and further stained with 1× DAPI (Thermo Fisher Scientific; #R37606) and imaged with an Olympus CKX53 inverted fluorescence microscope. Whole-well scans were obtained by an ImageXpress Micro Confocal High-Content Imaging System (Molecular Devices).

### RNA-seq data processing

The mouse transcriptome index was generated with RSEM^55^ using the reference genome mm10 (ensemble gene annotation track v74). 150 bp paired-end raw reads were aligned to the mm10 transcriptome using RSEM and bowtie 2.0 (with options “rsem-calculate-expression -p 12–bowtie2–no-bam-out–paired-end”)^56^. Per-gene read counts were calculated using RSEM and were GC normalized using EDAseq^57^. A threshold of GC-normalized read count of 20 in any two samples was applied to keep a gene, leading to a final set of 15,026 genes. This read count was used for differential gene expression analysis using DESeq2^58^, to inspect the expression of individual genes and to perform global clustering with correlation heatmaps and principle component analysis in glbase^59^. PCA was generated using the get_pca function and correlation heatmaps were generated using correlation_heatmap function with option mode = r2 in glbase. The R packages data.table and ggplot2 were used for data analysis and visualization.

### STARR-seq data processing

Sequencing libraries were generated using the Illumina Truseq dual index system with unique molecular identifier (UMI) containing primers for cDNA generation and barcoded PCR amplification. Libraries were sequenced with HiSeq 2500 (Illumina) to generate 50 bp paired-end reads. Sequencing reads were aligned to the mouse genome (mm10) using Bowtie2^56^ (-X 800 –fr–very-sensitive). UMI-tools^60^ was used for UMI-aware removal of PCR duplicates. Samtools^61^ was used to filter reads for proper pairs, alignment and quality scores (-h -b -f 3 -F 780 -q 5), to select reads mapping only to regular chromosomes (chr1–19, chrX and chrY), and to remove reads mapping to blacklisted regions (ENCODE accession ENCFF547MET). Accessible regions covered by the input library were identified using MACS2^62^ (-q 0.05–keep-dup all–call-summits–bw 200). Significantly active enhancers were called using MACS2 with the same settings but using the input library as control. The analysis was performed for each biological STARR-seq replicate individually, as well as for the merged reads from three replicates. Finally, peaks were only counted as true STARR-seq enhancers when they were called for the merged reads and also called for at least two of three replicates. Normalized STARR-seq signal for data visualization was generated using bamCompare of the deepTools package^63^ (-of bigwig–operation subtract -bs 10 -e–normalizeUsing RPKM–effectiveGenomeSize 2652783500) and replicate-merged STARR-seq reads were normalized to Input library reads, as well as to sequencing depth.

Heatmaps which show STARR-seq signal distribution at selected regions were generated using computeMatrix (reference-point mode) and plotHeatmap tools of the deepTools package^63^.

To assess Oct4 or Oct6 bound regions for their STARR-seq activity, at day1 and day 5 of reprogramming, ChIP-seq peaks were filtered for sites, which are represented in the STARR-seq library using bedtools intersect (Supplementary Fig. 9G). Next, these overlapping regions were grouped by enriched sequence motifs (described in the motif analysis section) and for each group the input-normalized STARR-seq signal was plotted (Supplementary Fig. 9H).

To show STARR-seq enhancer activity distribution at Oct4 bound regions in mESCs, STARR-seq signal (not input normalized) was plotted at Oct4 bound sites (GSE90895^5^). Oct4 sites were ranked for mean STARR-seq signal and subsequently STARR-seq input signal was plotted for these ranked Oct4 sites (Supplementary Fig. 9F).

For the genome wide correlation analysis of read coverages, comparing FAIRE-STARR-seq with DNase-seq (GSM1014154^46^) coverage (Supplementary Fig. 9D), multiBamSummary of the deepTools package was used. To this end the genome was binned into 100 bp bins and reads mapping to each bin per sample were counted while reads mapping to the blacklisted regions were excluded (-bs 100 -e -bl ENCFF547MET). The resulting table was analyzed with R, the values (reads per bin) log10 transformed, a Pearson correlation coefficient was calculated and a correlation plot was printed with the smoothScatter function.

Intersection analyses were performed using bedtools^64^ intersect (-wa -u); STARR-seq input library peaks were intersected with DNase-seq peaks (GSM1014154^46^) (Supplementary Fig. 9E), Oct4 bound sites (GSE90895^5^) with STARR-seq input peaks (Supplementary Fig. 9F top Venn diagram) and the resulting STARR-seq input covered Oct4 regions with active STARR-seq enhancers (Supplementary Fig. 9F bottom Venn diagram).

### ATAC-seq data processing

ATAC sequencing data were mapped to mouse genome assembly (mm10) using bowtie2 (–very-sensitive–end-to-end–no-unal–no-mixed -X 2000). Low quality mapped reads were removed using samtools (view –q 30). PCR duplicates were removed using samtools (rmdup) to only keep uniquely mapped reads. The BAM files of time point replicates of each sample were merged with samtools (merge) prior to peak calling with MACS2 (-g mm -f BAMPE). BigWig files were generated using genomeCoverageBed from bedtools^64^ and then bedGraphToBigWig. Library statistics are reported in (Supplementary Table 2).

### ChIP-seq data processing

Sequencing was performed by Wuxi AppTec (Shanghai) Co., Ltd. The libraries were generated using the Truseq Nano DNA kit (Illumina) and sequenced with a Hi-seq 2500 or Hi-seq X (Illumina) with paired-end reads of 125 bp (day 7 Oct4-ChIP) or 150 bp for other samples. Library statistics are reported in (Supplementary Table 2). ChIP-seq reads were aligned to the mouse genome (mm10) using Bowtie2^56^ with settings end-to-end and very-sensitive. Samtools^61^ was used to discard reads with mapping quality < 10 (samtools view *q* = 30) and only unique reads were kept (samtools rmdup) to account for PCR bias. Output BAM files were sorted using BEDTools^64^ sort function and converted into BigWig track files^65^ using genomeCoverageBed followed by UCSC utility bedgraphToBigWig. Peaks were called using MACS2 with options–call-summits–to-large -p 0.0001 options^62^.

### ChIP-seq correlation analysis

For corrplot in Fig. 3a, the peak files were downloaded from the publically available GEO database [https://www.ncbi.nlm.nih.gov/geo/]. All the peaks were converted to mm10 using UCSC’s LiftOver tool [http://genome.ucsc.edu/]. Hierarchical clustering of the pairwise (R^2^) correlation was performed using the glbase module compare with the options delta = 100, method = “collide”, bracket = (0, 1), distance = “euclidean”)^59^.

### ChIP-seq binary group analysis

We defined the binary groups for sites bound by Oct4 (Fig. 2a) or Oct4-and-Oct6 (Fig. 6a) at different stages of reprogramming based on binary division in glbase^59^. ChIP-seq reads files in bed format were subjected to glbase function “seqToTrk” with option format = format.bed to get trk files. These generated trk files and ChIP-seq peak summits were used for binary group definitions. The summits of the peaks from all time points (in Oct4 case, days 1, 5, and 7) or summits of peaks from both TFs (Oct4 and Oct6) from days 1 and 5 were merged if they were within 100 bp and a binary definition (1 = bound, 0 = not bound) for each locus was defined thus resulting in 7 (for Oct4 day 1, 5, and 7 ChIPseq) and 15 (for Oct4 and Oct6 ChIPs at days 1 and 5) groups, respectively.

### Motif analysis

The findMotifsGenome.pl function of HOMER was used for de novo motif discovery in 200 bp regions (-size −100,100) of ChIP-seq summits with motif lengths set to 12, 14, and 16 bp (-len 12,14,16) with additional options -mm10 -p8^66^. For calculating motif fractions, motif scanning was performed using the annotatePeaks.pl function (mm10, -size −100,100 -mbed) with PWMs for SoxOct, MORE, MORE+1 and *Octamer* motifs. For palindromic motifs –norevopp option was used to avoid double counts.

### chromVAR analysis

For ATAC-seq data, chromVAR^41^ was used to compare the chromatin accessibility variation for peaks marked by different TF motifs. Peaks in narrow peak format called with macs2 from Oct4, Oct6, Oct4^defSox2^ samples at days 1 and 5 (this study), as well as previously published MEFs and ESCs samples^42^ were combined and resized to 500 bp yielding a count matrix where rows are peaks, columns ATAC-seq conditions and fields read counts. For overlapping peaks, the peaks with higher peak scores or overall higher read counts were kept. Motif PWMs from the HOMER database were obtained with the chromVARmotif R package. Motif matches in peak regions were assigned using the motifmatchr package. GC bias corrected accessibility deviations were calculated based on merged reads from ATAC-seq replicates. For better comprehension, the two motifs from HOMER database are renamed as MORE (OCT:OCT(POU, Homeobox, IR1)) and MORE + 1 (OCT:OCT(POU, Homeobox)). Accessibility variability data are presented as a heatmap using the pheatmap R package.

### Gene ontology (GO)

Differentially expressed gene lists were generated from RNA-seq data from day 8 Oct4-SK and Oct6-SK conditions using GFP-SK as reference. Genes were filtered with log2 fold-change more than two as criteria and enriched GO terms were determined with the Metascape^67^.

### ChIP-seq and ATAC-seq read intensity analysis

EAseq v.1.04^68^ was used to draw all the ChIP-seq and ATAC-seq read heat maps using EAseq normalization (DNA fragments per kilobase pairs (kbp) per million (M) reads) for each peak file from indicated libraries. For each location, the heatmap signal is displayed by centering at the peak midpoints or on TF motifs. In order to sort the heatmaps by ChIP or ATAC library signal, coverage from the corresponding library was calculated using bedtools multicov. For ATAC-seq and Sox2 ChIP-seq the EAseq normalized read intensities were used to plot boxplots. As the library size differences were bigger for POU ChIP-seq libraries quantile normalization was used for boxplots. POU ChIP-seq coverage was calculated using bedtools multicov, a pseudo-count of 1 was added to the raw coverage values and reads were subsequently quantile normalized using the normalize.quantiles.robust function in R (preprocessCore package). For all the ChIP-seq and ATAC-seq signal boxplots in paper, central rectangle represents the first to third quartiles with median as central line. The whiskers indicate 1.5 times interquartile range.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Source Data

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO), under accession number GSE103980. The authors declare that the data supporting the findings of this study are available within the article and its Supplementary Information files, or from the corresponding author upon reasonable request. A Reporting Summary for this Article is available as a Supplementary Information file. The Source Data underlying Figs. 1g, 2i, 2j, 5g and Supplementary Figs. 2B-C, 3B, 3H, 4A, and 4B are provided as a Source Data file.

# Supplementary material for: Pluripotency reprogramming by competent and incompetent POU factors uncovers temporal dependency for Oct4 and Sox2
**Source:** Nat Commun. 2019 Aug 2;10:3477. doi: 10.1038/s41467-019-11054-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. This table contains the list of differentially expressed genes in Oct4-SK, Oct4^{defSox2} and Oct6-SK conditions when compared with GFP-SK conditions at days 0, 1, 3, 5 and 8 of reprogramming process. Related to Figures S2D-E.

Supplementary Data 2. This is an excel workbook that contains genomic coordinates of peaks for Figures 2A, 4B, 4D, 4E, 4F, 6A, S4C, S4E, S5E, S5F, S6A, S7A on different excel sheets.

How the deposited data were processed for this re-analysis (not part of the article)

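The deposited RNA-seq table holds 15129 mouse genes and 41 libraries of unsorted cells: 1 library of MEFs and 2 replicates of each of 4 cocktails (Oct4-SK, Oct6-SK, Oct4 defSox2-SK and GFP-SK) at days 0, 1, 3, 5 and 8. The authors aligned paired reads to the mm10 transcriptome with RSEM and Bowtie2, took counts per gene, normalized them for GC content with EDASeq and kept genes listed at 20 or more in any 2 samples; the deposited labels also name FastQC and DESeq2 without versions. The deposited values, a score by the authors in whole numbers, are not raw counts: each library has a maximum of 40612, which 10 genes reach, a lower quartile of 38, a median of 188 or 189, and a total between 8558688 and 8568344 (median 8565660). The files held give no sequencing depth, so the precision of each value had to be taken from the spread of the 2 replicates, and tools for counts were not used.

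Values were scaled by median ratios to a common reference, with factors of 0.962 to 1.068, and taken as log2(value + 4). Genes listed at 20 or more in at least 2 libraries were kept (14905 genes; 224 left out). A linear model with 1 coefficient for each of 21 groups of cocktail and day was fitted to all libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean (20 residual and 3.21 prior degrees of freedom). Adjusted p is by Benjamini and Hochberg over all kept genes of a comparison, and genes were called below 0.05. Printed means and SDs are of the deposited values; log2 fold changes are of the scaled values with the pseudocount, and understate changes of weakly expressed genes.

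Compared were each cocktail with a POU factor and GFP-SK at each day, the cocktails with a POU factor among themselves, later with earlier days within each cocktail, and the change from day 0 to day 8 in each cocktail with that in GFP-SK. The MEF library, without a replicate, entered only descriptions: squared Pearson correlations (r2) of mean profiles over kept genes, hierarchical clusters of them and counts of genes over 4-fold away. Of 26 gene lists written from general knowledge, the 23 with at least 5 kept genes were tested with camera at a preset correlation of 0.01, with adjusted p over the lists of a comparison; 374 of 422 entries are in the table. Named are genes of the paper, the 10 most changed genes per side against GFP-SK at day 8 and 3 in other comparisons, and the 4 most changed members of a list. The most changed genes per side had to be called, with a mean of at least 100 in the higher group. Their replicates also had to show no overlap between the groups, and the transduced factors were left out of that ranking. Any other gene is said to have been picked out after its values were seen. Pairs of near-identical genes, such as *Sprr2a2* and *Sprr2a3* or *Kng1* and *Kng2*, were not interpreted, since reads may be shared between them.

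The comparisons, the model, the filter, the pseudocount, the lists, the naming rule and the alternative settings were chosen before the data were examined, except where a choice is said to have been made later. Alternatives were pseudocounts of 1 and 16, no filter and a minimum of 50, the values as deposited and quantile normalization, a fit of only the days compared, replicate number as a block, robust variances, minimum log2 fold changes of 1 and 2, each library left out in turn, camera with an estimated correlation, the rotation test fry, and for r2 the linear scale, rank correlation, the 2000 most variable genes and single replicates. A fit without day 3 and the omission of either day 3 replicate of 3 cocktails were added after the day 3 replicates were seen to differ. The pipeline was tested on simulated data built for the comparison of Oct4-SK and GFP-SK at day 8 with 14905 genes. It recovered 90 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, and called 15 of 14705 unchanged genes. The changed genes were drawn from those with a mean of value + 4 above 100. The noise was normal and independent, with 1 spread per gene in all groups. Recovery of weakly expressed genes, the wider spread of day 3 and correlation between genes were therefore not tested. Left out were the flow cytometry, binding and reporter assays of the paper, which the table does not hold, and all comparisons with ES and iPS cells.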

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

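The tests of a shared batch, of the share of macrophages, of a culture batch, of a difference from the start and of a fall after day 0 or day 1 were chosen after results were seen; the other explanations below were written down before their tests were run.

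The day 3 libraries of replicate 1 in Oct4-SK, Oct6-SK and GFP-SK held less *Pou5f1*, *Pou3f1* and *Sox2* than those of replicate 2, while both replicates of Oct4 defSox2-SK were alike. A library of another day under the wrong label is unlikely, since the highest r2 of these libraries with a library of another day was 0.909, below the 0.968 or more between replicates outside day 3, although in Oct4-SK (0.909) and Oct6-SK (0.906) it lay above the r2 with their own replicate 2 (0.887 and 0.903). Dilution by untransduced fibroblasts could account for Oct4-SK. There, 40 of 44 genes near absent at day 0 and abundant at day 5 were lower in replicate 1. The median log2 difference of the 44 genes was -2.33, against -2.03 for the transduced factors. The genes spread widely, with quartiles of -3.51 and -0.70, and the factors ranged from -2.76 to -1.21. In Oct6-SK the median of 11 such genes was -0.13, against -2.23 for the factors, and in GFP-SK that of 23 genes was -0.46, against -1.70. The smaller differences in these 2 cocktails cannot exclude dilution, since genes that untransduced cells also raise by day 5 would not be diluted. The replicate differences of the 3 cocktails correlated at 0.52 or more across genes, which a culture or library batch tied to the replicate number would give, but so would dilution or slower timing in all 3. Slower timing in replicate 1 would go with nearness to a day 1 library. Yet *Sox2* in replicate 1 at days 0, 1 and 3 was 4948, 5104 and 1482 in Oct4-SK. It was 5104, 5104 and 1404 in Oct6-SK and 5104, 4460 and 1419 in GFP-SK. Values below both earlier days argue against slower timing alone for this gene, barring a dip between days 1 and 3. Slower timing beside another cause was not tested and remains open, as do batch and partial dilution.

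At day 3 most macrophage transcripts, such as *Lyz2*, were low in Oct4 defSox2-SK. In the other 3 cocktails most stood above their level of day 1 and were low again at day 5. Exceptions at day 5 included *Cd68* in Oct6-SK (509.5 at day 3 and 647 at day 5) and *Laptm5* in Oct4-SK (401.5 and 573). Less marked were *Cd68* in Oct4-SK (312 and 224) and the leukocyte gene *Ptprc* in Oct4-SK (178 and 133.5) and Oct6-SK (188 and 110). At day 3 *Cd68* stood at 325.5 in Oct4 defSox2-SK and 344 in GFP-SK. A smaller share of macrophages was not the only difference from GFP-SK at that day, since 669 genes were over 2-fold higher. This does not test whether it lowered the macrophage transcripts. At day 5, with most of these low in both cocktails, 1450 called genes still differed by at least 1 on the log2 scale. Day 5 cultures labelled as day 3 are possible but not shown, as 339 genes differed between days 3 and 5 in Oct4 defSox2-SK. That is far fewer than in Oct4-SK (5746), Oct6-SK (5023) and GFP-SK (6558). Its libraries of days 3 and 5 had r2 of 0.960 to 0.962 with each other, close to the 0.968 and 0.977 between replicates of these days. A culture batch could not be tested, since both of the 2 libraries would share it and none is known to be of another batch. A gain in the other 3 cocktails, whose day 3 replicates stand apart, and a faster course of Oct4 defSox2-SK were not tested and remain open, so the day 3 counts carry this doubt.

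Proliferation genes were lower in Oct6-SK and Oct4 defSox2-SK than in GFP-SK at days 5 and 8. At day 8 all 15 genes stayed lower under the other scalings, so the choice among these is an unlikely cause. Under them the median log2 fold change of all genes was only -0.09 to 0.02 over the comparisons. The normalization before deposition, which gave all libraries 1 distribution, could not be tested in this way. Carry-over of Oct4-SK RNA into GFP-SK is also an unlikely cause. Late pluripotency genes stood in GFP-SK at a median of 0.0243% of their level in Oct4-SK. A difference present from the start is unlikely as well, with 0 of these genes lower at day 0 in limma, and so is a net fall from day 0, with at most 3 lower at day 8 than at day 0 in either cocktail. In every cocktail the genes rose by day 1 and all 15 were lower at day 3 than at day 1; from day 3 to day 5 they rose again in GFP-SK (15) and Oct4-SK (15), but fewer did in Oct6-SK (9) and Oct4 defSox2-SK (0), and at day 8 at least 14 were lower than at day 1 in these 2, against 3 in GFP-SK. The steps to and from day 3 carry the doubts given above for its libraries. In Oct4 defSox2-SK only 339 of all genes differed between days 3 and 5, so few rises are to be looked for there. At least 13 of the 15 genes had a change from day 0 to day 8 below that in GFP-SK. Whether the POU factors or other traits of the cultures led to this smaller change remains open.

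Between day 0 and day 8, 7322 genes changed differently in Oct4-SK than in GFP-SK. In Oct6-SK, 4796 genes changed differently from GFP-SK over the same days. In Oct4 defSox2-SK the number was 1887. The change of *Sox21* from day 0 to day 8 in Oct4-SK minus that in GFP-SK was -2.09 on the log2 scale. For *Spata13* it was 1.49. The change of *Cdh1* in Oct6-SK minus that in GFP-SK was -1.26, which did not pass (adjusted p = 0.2), but passed with a pseudocount of 16 (-2.07, 0.0052), with only the days compared in the fit (0.01) and without the day 3 libraries (0.0017). Of the interferon response genes, 13 were higher in Oct4-SK and 14 in Oct6-SK than in GFP-SK at day 8. Of the p53 and senescence genes, 9 were higher in Oct4 defSox2-SK than in GFP-SK at day 8.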

How the results depend on the processing

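The settings below without a note were planned, and the cause of a difference was not tested unless it follows by construction. Counts at days 0, 1 and 3 and those of day 8 against day 5 depend most on the processing, because the spread of day 3 enters the variance of every gene and because 2 replicates per group leave little to spare when 1 is dropped. Of 610 alternative counts of genes, 453 stayed within 1.5-fold of the main value and 157 moved. Of 2420 alternative values of named genes, 38 lost and 7 gained the call. Of 1207 alternative tests of lists, 40 lost and 19 gained it. Of the 40 lost, 33 were lost in camera with an estimated correlation, under which only 34 of 67 list results stayed the same. The adjusted p of these lost calls is printed beside each list. Of the values and lists, 0 changed direction, although fry for changes in either direction has no direction of its own. Against GFP-SK at day 8, the late pluripotency genes in Oct4-SK and the epithelial genes in Oct6-SK kept their calls as lists in every setting, and the counts of Oct4-SK and Oct6-SK at days 5 and 8 moved only with a minimum fold change. The share of genes higher in Oct4-SK than in GFP-SK at day 5 was 53.4%, but 43.6% with the values as deposited and 43.0% with quantile normalization, so the balance of higher and lower genes at that day is set by the scaling. The test fry compares a list with no change and not with the other genes.

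With only the days compared in the fit, the counts of called genes were: Oct4-SK against GFP-SK, 1200 (day 0), 2152 (day 1) and 4 (day 3); Oct6-SK against GFP-SK, 1060 (day 0), 1554 (day 1) and 10 (day 3); Oct4 defSox2-SK against GFP-SK, 30 (day 0), 66 (day 1) and 104 (day 3); Oct4-SK against Oct6-SK, 845 (day 0); Oct4-SK against Oct4 defSox2-SK, 733 (day 0); the change from day 0 to day 8 against that in GFP-SK, 3966 (Oct4 defSox2-SK); day 8 against day 5, 2800 (Oct6-SK), 3262 (Oct4 defSox2-SK) and 2790 (GFP-SK). In that setting, the adjusted p of lists was: epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.027). With a minimum log2 fold change of 1, which lowers counts by construction, the counts of called genes were: Oct4-SK against GFP-SK, 75 (day 0), 373 (day 1), 429 (day 3), 2589 (day 5) and 4239 (day 8); Oct6-SK against GFP-SK, 120 (day 0), 235 (day 1), 35 (day 3), 2737 (day 5) and 2918 (day 8); Oct4 defSox2-SK against GFP-SK, 1460 (day 3), 1450 (day 5) and 1201 (day 8); Oct4-SK against Oct6-SK, 64 (day 0) and 5315 (day 8); Oct4-SK against Oct4 defSox2-SK, 44 (day 0) and 4510 (day 8); day 8 against day 0, 6125 (Oct4-SK), 3722 (Oct6-SK), 3839 (Oct4 defSox2-SK) and 3962 (GFP-SK); the change from day 0 to day 8 against that in GFP-SK, 3904 (Oct4-SK), 2346 (Oct6-SK) and 786 (Oct4 defSox2-SK); day 1 against day 0, 2797 (Oct4-SK), 2783 (Oct6-SK), 2819 (Oct4 defSox2-SK) and 2965 (GFP-SK); day 8 against day 5, 4033 (Oct4-SK), 328 (Oct6-SK), 454 (Oct4 defSox2-SK) and 273 (GFP-SK); Oct6-SK against Oct4 defSox2-SK, 1683 (day 8). With a minimum log2 fold change of 2, again by construction, the counts of called genes were: Oct4-SK against GFP-SK, 27 (day 0), 128 (day 1), 142 (day 3), 1035 (day 5) and 1710 (day 8); Oct6-SK against GFP-SK, 40 (day 0), 89 (day 1), 23 (day 3), 962 (day 5) and 1119 (day 8); Oct4 defSox2-SK against GFP-SK, 4 (day 1), 416 (day 3), 354 (day 5) and 288 (day 8); Oct4-SK against Oct6-SK, 23 (day 0) and 2053 (day 8); Oct4-SK against Oct4 defSox2-SK, 21 (day 0) and 1620 (day 8); day 8 against day 0, 2867 (Oct4-SK), 1620 (Oct6-SK), 1665 (Oct4 defSox2-SK) and 1672 (GFP-SK); the change from day 0 to day 8 against that in GFP-SK, 1650 (Oct4-SK), 941 (Oct6-SK) and 240 (Oct4 defSox2-SK); day 1 against day 0, 864 (Oct4-SK), 829 (Oct6-SK), 836 (Oct4 defSox2-SK) and 887 (GFP-SK); day 8 against day 5, 1202 (Oct4-SK), 83 (Oct6-SK), 117 (Oct4 defSox2-SK) and 57 (GFP-SK); Oct6-SK against Oct4 defSox2-SK, 599 (day 8). Without the day 3 libraries in the fit, a setting added after their spread was seen, the counts of called genes were: Oct4-SK against GFP-SK, 1757 (day 0) and 2792 (day 1); Oct6-SK against GFP-SK, 1578 (day 0) and 2294 (day 1); Oct4 defSox2-SK against GFP-SK, 37 (day 0), 283 (day 1) and 6424 (day 8); Oct4-SK against Oct6-SK, 1514 (day 0); Oct4-SK against Oct4 defSox2-SK, 1273 (day 0); the change from day 0 to day 8 against that in GFP-SK, 4369 (Oct4 defSox2-SK); day 8 against day 5, 2965 (Oct6-SK), 3424 (Oct4 defSox2-SK) and 2957 (GFP-SK). In that setting, the adjusted p of lists was: early pluripotency genes, Oct6-SK against GFP-SK at day 8 (0.04). Without day 3 replicate 1 of Oct4-SK, Oct6-SK and GFP-SK, also added later, the counts of called genes were: Oct4-SK against GFP-SK, 3940 (day 3); Oct6-SK against GFP-SK, 1523 (day 3). Without day 3 replicate 2 of these cocktails, the counts of called genes were: Oct4-SK against GFP-SK, 311 (day 3); Oct4 defSox2-SK against GFP-SK, 7078 (day 3). With fry for a shared direction, the adjusted p of lists was: early pluripotency genes, Oct6-SK against GFP-SK at day 8 (0.00016); epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.0019); interferon response genes, Oct4-SK against GFP-SK at day 0 (0.71); blastocyst and trophectoderm genes, Oct4-SK against GFP-SK at day 8 (1.8e-16); interferon response genes, Oct6-SK against GFP-SK at day 0 (0.23); neuronal genes, Oct6-SK against GFP-SK at day 8 (3.2e-09). With fry for changes in either direction, the adjusted p of lists was: early pluripotency genes, Oct6-SK against GFP-SK at day 8 (7.5e-08); late pluripotency genes, Oct6-SK against GFP-SK at day 8 (3e-08); epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (4.3e-09); late pluripotency genes, Oct4 defSox2-SK against GFP-SK at day 8 (3.7e-09); interferon response genes, Oct4-SK against GFP-SK at day 0 (0.58); blastocyst and trophectoderm genes, Oct4-SK against GFP-SK at day 8 (3.8e-10); interferon response genes, Oct6-SK against GFP-SK at day 0 (0.34); neuronal genes, Oct6-SK against GFP-SK at day 8 (1.8e-20). With an estimated correlation in camera, the adjusted p of lists was: early pluripotency genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.47); mesenchymal genes, day 8 against day 0 in Oct6-SK (0.34); somatic genes, day 8 against day 0 in Oct6-SK (0.37); mesenchymal genes, day 8 against day 0 in Oct4 defSox2-SK (0.16); somatic genes, day 8 against day 0 in Oct4 defSox2-SK (0.25); mesenchymal genes, day 8 against day 0 in GFP-SK (0.19); somatic genes, day 8 against day 0 in GFP-SK (0.37). With a pseudocount of 16, the adjusted p of lists was: epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.018). With rank correlation, r2 was 0.982 (lowest between 2 cocktails at day 0), 0.968 (lowest between 2 cocktails at day 1), 0.845 (lowest between 2 cocktails at day 5), 0.709 (lowest between 2 cocktails at day 8), 0.763 (highest of Oct4-SK with another cocktail at day 8) and 0.902 (of Oct6-SK with Oct4 defSox2-SK at day 8). Over the 2000 most variable genes, r2 was 0.914 (lowest between 2 cocktails at day 0), 0.792 (lowest between 2 cocktails at day 1), 0.643 (lowest between 2 cocktails at day 3), 0.375 (lowest between 2 cocktails at day 5), 0.220 (lowest between 2 cocktails at day 8), 0.322 (highest of Oct4-SK with another cocktail at day 8) and 0.588 (of Oct6-SK with Oct4 defSox2-SK at day 8). On the linear scale, r2 was 0.933 (lowest between 2 cocktails at day 1), 0.746 (lowest between 2 cocktails at day 3), 0.648 (lowest between 2 cocktails at day 5), 0.397 (lowest between 2 cocktails at day 8), 0.494 (highest of Oct4-SK with another cocktail at day 8) and 0.786 (of Oct6-SK with Oct4 defSox2-SK at day 8).

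With each library of the compared groups left out in turn, the counts ranged as follows: Oct4-SK against GFP-SK, 105 to 165 (day 0), 402 to 452 (day 1) and 215 to 3125 (day 3); Oct6-SK against GFP-SK, 136 to 163 (day 0), 220 to 272 (day 1) and 14 to 844 (day 3); Oct4 defSox2-SK against GFP-SK, 6 to 14 (day 0), 4 to 12 (day 1), 2761 to 5308 (day 3) and 2646 to 2792 (day 8); Oct4-SK against Oct6-SK, 96 to 164 (day 0); Oct4-SK against Oct4 defSox2-SK, 51 to 96 (day 0); day 8 against day 5, 364 to 429 (Oct6-SK), 594 to 667 (Oct4 defSox2-SK) and 389 to 457 (GFP-SK). The adjusted p of lists ranged over: epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.035 to 0.2). With 1 replicate per group, r2 ranged over: 0.957 to 0.961 (lowest between 2 cocktails at day 0); 0.942 to 0.945 (lowest between 2 cocktails at day 1); 0.865 to 0.891 (lowest between 2 cocktails at day 3); 0.809 to 0.816 (lowest between 2 cocktails at day 5); 0.676 to 0.677 (lowest between 2 cocktails at day 8); 0.732 to 0.737 (highest of Oct4-SK with another cocktail at day 8); 0.878 to 0.879 (of Oct6-SK with Oct4 defSox2-SK at day 8).

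With replicate number as a block within day (replicate block), the counts of called genes were: Oct4-SK against GFP-SK, 501 (day 0); Oct6-SK against GFP-SK, 456 (day 0), 935 (day 1) and 93 (day 3); Oct4 defSox2-SK against GFP-SK, 20 (day 1); Oct4-SK against Oct6-SK, 428 (day 0); Oct4-SK against Oct4 defSox2-SK, 321 (day 0). In that setting, the adjusted p of lists was: epithelial genes, Oct4 defSox2-SK against GFP-SK at day 8 (0.047).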

Differences from the paper's values

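No test in this part was chosen after its result was seen. The supplementary table of differential expression was held in part: 1999 of 75670 lines of the sheet for Oct4-SK and Oct6-SK, all of day 0, and 134 of 134 lines of the sheet for Oct4-SK and Oct4 defSox2-SK. Of the values compared, 1 differed: *Pou5f1* in Oct4-SK against Oct6-SK at day 0, with a log2 fold change of 8.85 (standard error 0.51) in the paper's table and 10.38 here. The alternatives gave 8.72 with a pseudocount of 16, 11.72 with a pseudocount of 1, 10.27 with quantile normalization, and 9.88 and 10.88 with 1 library of Oct6-SK left out; with a pseudocount of 16 the value no longer differed. Its value in Oct6-SK was 2, so the fold depends on the pseudocount, and shrinkage in the paper was not tested. The other genes compared, such as *Postn* (-1.79 in the paper's table, -1.86 here) and *Lama3* in Oct4-SK against Oct4 defSox2-SK (-1.52 and -1.52), did not differ by this measure, and the paper's 15026 expressed genes compare with 14905 kept here.

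The paper states that the cocktails without wild-type Oct4 fail to activate early and late pluripotency genes. Its own gene sets, plotted as mean trajectories over the days, were not held. The lists used here were written from general knowledge and compared with GFP-SK at day 8, so they do not measure the same thing. Of 12 early genes, 7 were higher and 3 lower in Oct6-SK than in GFP-SK (camera, adjusted p = 0.0639, but 0.04 without the day 3 libraries). In Oct4 defSox2-SK 5 were higher and 1 lower (camera, adjusted p = 0.0153, and adjusted p = 0.472 with an estimated correlation). *Tdh* stood at 218.5 in Oct6-SK and 375 in Oct4 defSox2-SK, against 1.5 in GFP-SK and 5444.5 in Oct4-SK. The late genes passed as a list in neither Oct6-SK (camera, adjusted p = 0.879) nor Oct4 defSox2-SK (camera, adjusted p = 0.622). The paper describes the profiles of day 3 as rather similar; 4281 genes differed between Oct4 defSox2-SK and GFP-SK at that day, against 1032 for Oct4-SK, while by r2 the profiles were near (0.909 to 0.918 for Oct4 defSox2-SK with the others and 0.952 to 0.976 among these). With 1 library left out the count for Oct4 defSox2-SK was 2761 to 5308, and in a fit of the day 3 libraries alone 104, and the day 3 libraries carry the doubts given for them.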

Other observations

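No list test in this part was chosen after its result was seen. Interferon response genes were higher in Oct4-SK and Oct6-SK than in GFP-SK at days 5 and 8, and in Oct4 defSox2-SK at day 5. At day 5, 15 of 17 were higher in Oct4-SK (camera, adjusted p = 2.34e-08, and adjusted p = 0.194 with an estimated correlation), 15 in Oct6-SK (camera, adjusted p = 1.77e-05, and adjusted p = 0.384 with an estimated correlation) and 13 in Oct4 defSox2-SK (camera, adjusted p = 0.000115, and adjusted p = 0.378 with an estimated correlation). At day 0 none passed singly, but as a list they were higher in Oct4-SK (camera, adjusted p = 0.00354, and adjusted p = 0.969 with an estimated correlation) and Oct6-SK (camera, adjusted p = 1.17e-06, and adjusted p = 0.46 with an estimated correlation), with list means (log2) of 7.14 and 8.23 in the replicates of Oct4-SK against 6.95 and 6.97 in GFP-SK. The call at day 0 was lost in Oct4-SK without its replicate 2 (adjusted p = 0.72) and with only the days compared in the fit (0.057), and with fry for a shared direction it was lost in Oct4-SK (0.71) and Oct6-SK (0.23). *Bst2*, which encodes the antiviral membrane protein tetherin, was 2692 ± 86.3 in Oct4-SK, 1868.5 ± 145 in Oct6-SK, 589 ± 4.24 in Oct4 defSox2-SK and 265 ± 12.7 in GFP-SK at day 8 (SD, n = 2; log2 fold change 3.38, adjusted p = 1.1e-06 in Oct4-SK), and the ubiquitin-like gene *Isg15* was 538 ± 17 in Oct6-SK against 56.5 ± 7.78 in GFP-SK (log2 fold change 3.22, adjusted p = 0.00024). Of 17 interferon response genes, 3 did not pass in Oct6-SK at day 8 and the rest were higher (camera, adjusted p = 0.00458, and adjusted p = 0.542 with an estimated correlation), and in Oct4-SK 4 did not pass (camera, adjusted p = 0.00779, and adjusted p = 0.454 with an estimated correlation). In Oct4 defSox2-SK, targets of p53 and genes of senescence were as a list higher than in GFP-SK at day 8 (camera, adjusted p = 1.02e-06). Of 15 genes, 9 were higher, and 11 when adjusted over the list alone. *Cdkn2a*, which encodes the cell cycle inhibitors p16 and p19, was 1345 ± 148 against 654 ± 42.4 (log2 fold change 1.04, adjusted p = 6.9e-08). The secreted protease inhibitor gene *Serpine1* was 289 ± 15.6 against 92 ± 17 (log2 fold change 1.63, adjusted p = 1.8e-10). Imprinted genes were lower there, with 10 of 16 lower and 1 higher (camera, adjusted p = 1.09e-05, and adjusted p = 0.0916 with an estimated correlation), among them *Peg3*, which encodes a zinc-finger protein expressed from the paternal allele (633.5 ± 0.707 against 3231 ± 0; log2 fold change -2.33, adjusted p = 8.2e-06).

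Of 17 glycolysis genes, 14 were higher and 1 lower in Oct4-SK than in GFP-SK at day 8 (camera, adjusted p = 4.5e-08). The glucose transporter gene *Slc2a3* was 12371 ± 0 in Oct4-SK and 1007.5 ± 17.7 in GFP-SK (log2 fold change 3.67, adjusted p = 2.1e-10). The lactate exporter gene *Slc16a3* was 1053 ± 86.3 and 72 ± 8.49 (log2 fold change 3.85, adjusted p = 8.5e-12). Proliferation genes went in opposite directions: *Top2a*, which encodes a topoisomerase of dividing cells, was 10830 ± 0 in Oct4-SK (log2 fold change 1.89, adjusted p = 2.6e-10), 3023 ± 0 in GFP-SK, 954 ± 14.1 in Oct6-SK (log2 fold change -1.61, adjusted p = 9.4e-09) and 1153 ± 21.2 in Oct4 defSox2-SK (log2 fold change -1.38, adjusted p = 5.3e-07). Of 15 such genes, 13 were higher in Oct4-SK (camera, adjusted p = 2.23e-05, and adjusted p = 0.244 with an estimated correlation), and 15 were lower in Oct6-SK (camera, adjusted p = 4.78e-08, and adjusted p = 0.208 with an estimated correlation) and 15 in Oct4 defSox2-SK (camera, adjusted p = 2.54e-12, and adjusted p = 0.134 with an estimated correlation). Keratinocyte genes were higher at day 8 than at day 0 in every cocktail: of 10, 9 in GFP-SK (camera, adjusted p = 3.74e-05), 8 in Oct4-SK (camera, adjusted p = 0.00664), 7 in Oct6-SK (camera, adjusted p = 0.00663, and adjusted p = 0.104 with an estimated correlation) and 8 in Oct4 defSox2-SK (camera, adjusted p = 0.000598), with *Krt14*, a keratin gene of basal epidermis, going from 4.5 ± 0.707 to 242.5 ± 51.6 in GFP-SK (log2 fold change 4.83, adjusted p = 7.6e-08). *Laptm5*, which encodes a lysosomal protein of leukocytes, reached 565.5 ± 48.8 in Oct4-SK at day 8 against 2 ± 1.41 in GFP-SK (log2 fold change 6.64, adjusted p = 4.4e-12).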
